# TET3 prevents terminal differentiation of adult NSCs by a non-catalytic action at *Snrpn*

**DOI:** 10.1038/s41467-019-09665-1

**Published:** 2019-04-12

**Authors:** Raquel Montalbán-Loro, Anna Lozano-Ureña, Mitsuteru Ito, Christel Krueger, Wolf Reik, Anne C. Ferguson-Smith, Sacri R. Ferrón

## Abstract

Ten-eleven-translocation (TET) proteins catalyze DNA hydroxylation, playing an important role in demethylation of DNA in mammals. Remarkably, although hydroxymethylation levels are high in the mouse brain, the potential role of TET proteins in adult neurogenesis is unknown. We show here that a non-catalytic action of TET3 is essentially required for the maintenance of the neural stem cell (NSC) pool in the adult subventricular zone (SVZ) niche by preventing premature differentiation of NSCs into non-neurogenic astrocytes. This occurs through direct binding of TET3 to the paternal transcribed allele of the imprinted gene Small nuclear ribonucleoprotein-associated polypeptide N (*Snrpn)*, contributing to transcriptional repression of the gene. The study also identifies BMP2 as an effector of the astrocytic terminal differentiation mediated by SNRPN. Our work describes a novel mechanism of control of an imprinted gene in the regulation of adult neurogenesis through an unconventional role of TET3.

## Abstract (web summary)

The potential role of TET proteins in adult neurogenesis is unknown. In this study, authors show that TET3 is essentially required for the maintenance of the NSC pool in the adult subventricular zone niche by preventing premature differentiation of NSCs, via direct binding and repression of the paternal transcribed allele of the imprinted gene Snrpn

## Introduction

In the mammalian brain two regions generate new neurons throughout adulthood: the subventricular zone (SVZ) in the walls of the lateral ventricles and the subgranular zone (SGZ) of the dentate gyrus (DG) in the hippocampus^1,2^. The process of neurogenesis in these adult neurogenic niches is continually sustained by the activity of neural stem cells (NSCs) which are characterized by their ability to balance self-renewal with multipotential differentiation into astrocytes, oligodendrocytes, and neurons^3^. NSCs are lineage-related to radial glial cells, therefore, they exhibit astrocytic characteristics, such as glial fibrillary acidic protein (GFAP)+filaments or astrocyte-specific glutamate aspartate transporters (GLAST)^4^. NSCs also express the transcription factor *Sox2* (Sry-related HMG box 2)^4,5^. In the SVZ in particular, NSCs also known as type B cells have a long basal process contacting blood vessels^6^ and extend an apical process ending in a primary cilium that protrudes into the ventricle^7^. The walls of the lateral ventricles thus show a typical organization where the apical process of type B cells are surrounded by a rosette of epithelial ependymal cells forming structures known as pinwheels^8^. Activated and quiescent NSCs appear to coexist in the SVZ^9^. Once activated, NSCs give rise to transit-amplifying progenitors or type C-cells, which in turn, generate neuroblasts, or type A-cells. These cells migrate anteriorly forming the rostral migratory stream (RMS) to the olfactory bulb (OB), where they mature into functional neurons involved in olfactory discrimination^10^. Subventricular NSCs are also capable of producing some oligodendroblasts that migrate to the *corpus callosum*^11,12^.

Signaling between NSCs and other cells of their microenvironment or niche is critical for adult neurogenesis, through its interaction with NSCs intrinsic programs of gene expression^9^. Spatial and temporal gene regulation of gene expression in NSCs is established and maintained by the coordinated interaction between transcription factors and epigenetic regulators. Most mammalian genes are expressed from both maternally and paternally inherited chromosomal homologs. In contrast, imprinted genes are expressed from one parental copy only and the gene copy inherited from the other progenitor remains repressed^13^. Their monoallelic expression makes these *loci* very vulnerable as mutation or deregulation of the sole expressed allele can compromise expression and lead to severe developmental defects^14,15^. Interestingly, we have previously shown that selective absence of imprinting can occur in particular lineages to modulate the dosage of imprinted genes for cell-specific functions in physiological contexts^16,17^. These context-dependent changes may be important for cell plasticity during normal development and tissue regeneration^18^. Indeed, we have previously described that in the SVZ the paternally expressed gene Delta-like homolog 1 (*Dlk1*), an atypical Notch ligand, plays a relevant function in postnatal neurogenesis. *Dlk1* is canonically imprinted elsewhere in the brain, however, it shows a selective absence of imprinting in subventricular NSCs with biallelic expression being required for stem cell maintenance and, ultimately, neurogenesis to the OB^16^. Another imprinted gene, the Insulin-like growth factor2 (*Igf2*), which is canonically expressed from the paternally inherited allele, is biallelically expressed in the choroid plexus resulting in a higher dose of IG2 secreted into the cerebrospinal fluid to regulate NSC proliferation^17,19^. Therefore, determining how imprinted genes operate in concert with signaling cues, as well as discovering the factors that modify methylation at imprinted regions in adult NSCs of different neurogenic niches, will lead to a better understanding of adult neurogenesis.

Genomic imprinting is regulated by epigenetic mechanisms, in particular DNA methylation imprints, that establish and maintain parental identity^20^. Epigenetic mechanisms are heritable modifications to DNA and chromatin, that do not involve changes in the DNA sequence itself, but which can modulate gene expression and genome function^21^. At the molecular level, epigenetic regulation involves chemical modifications to DNA such as methylation and hydroxymethylation, and to the histone proteins around which the DNA is wrapped, having a relevant role in neurogenesis^22^. Ten-eleven translocation (TET) family of enzymes have been found to play an important role in passive replication-dependent and active demethylation of DNA in mammals^23^. These processes can involve the 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC), and 5-carboxylcytosine (5caC) intermediates that are produced by the oxidation of 5-methylcytosine (5mC)^24,25^. In mammals, three members of the TET family have been identified: TET1, TET2, and TET3^24^. Loss of TET enzymes revealed promoter hypermethylation and deregulation of genes implicated in embryonic development and differentiation^26^. Specifically, elimination of *Tet3* results in defects in neural progenitor proliferation and differentiation^27–29^. In line with this, while *Tet3* knockout ESCs can be successfully induced to neural progenitors, they undergo rapid apoptosis and show greatly compromised terminal differentiation^30^.

TET proteins have been implicated in maintaining DNA methylation at imprinted regions during the germline resetting of genomic imprints and in embryonic stem cells^31–33^. However, whether TET proteins can also be involved in the modulation of DNA imprints in adult NSCs has not been established. In addition to the well-described catalytic activity of TET proteins, the preferential binding of TET proteins at 5mC-free promoters and their interaction with histone deacetylases, acetyltransferases, Polycomb repressive complex 2, and O-linked N-acetylglucosamine transferase to regulate gene expression^34,35^, suggest additional potential functions independent of its catalytic activity^36^. This possibility is supported by the demonstration that non-catalytic forms of TET are able to rescue the proliferative phenotype of *Tet2* knockout cells^37^. Moreover, overexpression of TET1 or a catalytically inactive mutant in the mouse hippocampus results in the upregulation of several neuronal memory-associated genes^38^, further supporting non-conventional functions of TET proteins.

There are many intriguing questions concerning the role of genomic imprinting and gene dosage during the neurogenesis process. Here we demonstrate a function for the non-catalytic form of TET3 in the maintenance of adult NSC state by preventing the differentiation of type B cells into non-neurogenic astrocytes. The mechanism involves direct binding and repression of TET3 to the imprinted gene *Snrpn*. We also show that astrocytic differentiation of adult NSCs in response to *Snrpn* deregulation involves increased production of BMP2. Our study provides important new insights into the role of TET3 in neurogenesis and emphasizes the importance of correct regulation of imprinted genes in the neurogenic niche.

## Results

### *Tet3* deficiency causes depletion of the NSC pool in vivo

TET dioxygenases convert 5mC to 5hmC resulting in the removal of the methylated cytosine in somatic tissues, including the brain^39–41^. Quantitative RT-PCR (qPCR) assays showed that *Tet2 and Tet3* were the most abundant members of the *Tet* dioxygenases in the adult SVZ, being also highly expressed in NSCs isolated from the early postnatal SVZ (Fig. 1a). However, only *Tet3* expression was maintained postnatally in the stem cell pool and in differentiated cells (Fig. 1a). Immunofluorescent analyses with antibodies to TET3 and to cell-identity antigens in wild-type adult brains revealed nuclear staining for TET3 protein in the GFAP/SOX2+population located close to the lateral ventricles (Fig. 1b), whereas no expression was observed in doublecortin+(DCX+) neuroblasts (Supplementary Figure 1a). TET3 staining was also observed in mature neurons of the striatal parenchyma (Supplementary Figure 1b). Furthermore, TET3 was present in all proliferating SOX2+cells in neurosphere cultures from the adult SVZ (Fig. 1c). Consistent with the analyses at the mRNA level the TET3 protein was detected in Nestin+progenitors and GFAP+astrocytes at 3 and 7 days of in vitro differentiation, respectively (Fig. 1d). Taken together, these data suggested a role for TET3 in adult NSCs.

**Fig. 1:**
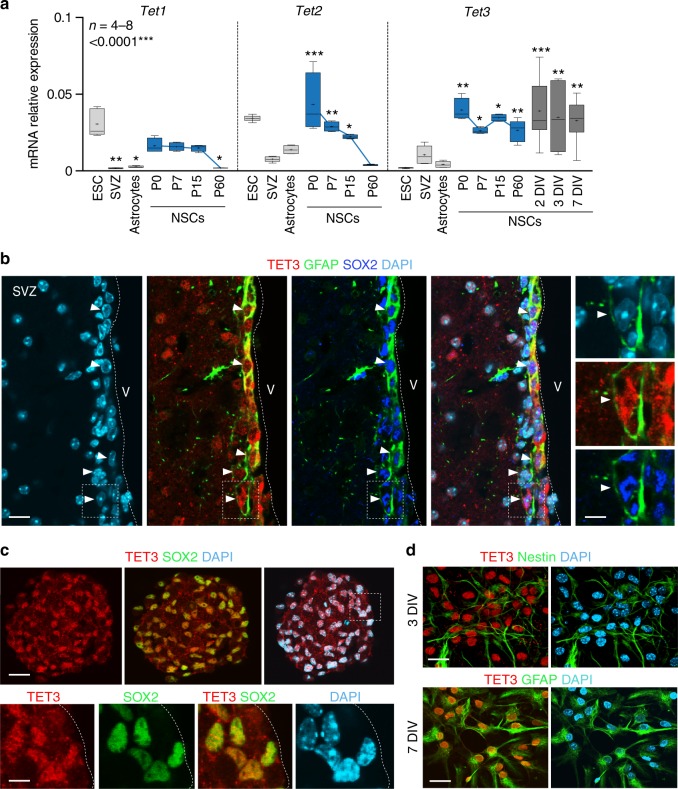
TET3 is highly expressed in adult NSCs in vivo and in vitro. **a** qPCR for *Tet1*, *Tet2* and *Tet3* genes in different cell types and tissues. *Tet1* is low expressed in adult NSCs and *Tet2* downregulates postnatally. *Tet3* is highly expressed in the NSC population and maintained postnatally. Significant levels of *Tet3* were also observed in NSCs after 2, 3 and 7 days (DIV) of differentiation in vitro. P: postnatal day. Embryonic stem cell lines (ESCs) were used as a control of expression. Data are expressed relative to *Gapdh*. Mean is indicated in the boxplots as “+”. **b** Immunohistochemistry images for TET3 (red), GFAP (green), and SOX2 (blue) in the SVZ of adult wild-type mice. High-magnification images are shown. Dark arrowheads indicate triple positive astrocytes cells. V lateral ventricle lumen. **c** Immunocytochemistry for TET3 (red) and SOX2 (green) in proliferating neurospheres isolated from the adult SVZ. **d** Immunocytochemistry for TET3 (red) and Nestin (green) or GFAP (green) in adult NSCs after 3 and 7 days of differentiation. DAPI was used to counterstain DNA. One-way ANOVA and Tukey post-test were applied. All error bars show s.e.m. Number of samples used is indicated. Scale bars, 20 µm (high-magnification images, 7 µm). Source data are provided as a Source Data file

In order to evaluate the function of TET3 in the adult SVZ, a murine genetic model was generated by crossing male mice carrying loxP sites flanking part of the *Tet3* gene (*Tet3*^*loxp/loxp*^)^42,43^ with female mice expressing the Cre-recombinase under the control of the Gfap promoter (*Gfap-cre*^*+/0*^*)*^44^. Importantly, X-gal histochemistry and immunostaining for β-galactosidase in the adult brain of ROSA26R;Gfap-cre^+/0^ mice (*Gfap-cre/LACZ*) and control mice (*Gfap-control/LACZ*) showed positive staining in the SVZ, RMS and olfactory bulbs of the adult *Gfap-cre/LACZ* brains (Supplementary Figure 2a) and colocalized with GFAP+cells (Supplementary Figures 2b,c), corroborating the specific deletion of *Tet3* in the adult GFAP+stem cell population. Significant expression of Cre-recombinase in *Tet3*^*loxp/loxp*^*-Gfap-cre*^*+/0*^ (*Tet3-Gfap*^*cre*^) compared to Tet3^loxp/loxp^-Gfap-cre^0/0^ (*Tet3-Gfap*^*control*^) control mice was confirmed in SVZ-derived NSCs (Supplementary Figure 2d). Cre expression in NSCs isolated from *Tet3-Gfap*^*cre*^ deficient SVZ correlated with reductions in *Tet3* mRNA and protein without compensatory changes in *Tet1* and *Tet2* (Fig. 2a and Supplementary Figures 2e–g). As expected, body and brain weights were not affected in *Tet3-Gfap*^*cre*^ mice compared to controls (Supplementary Figures 2h).

**Fig. 2:**
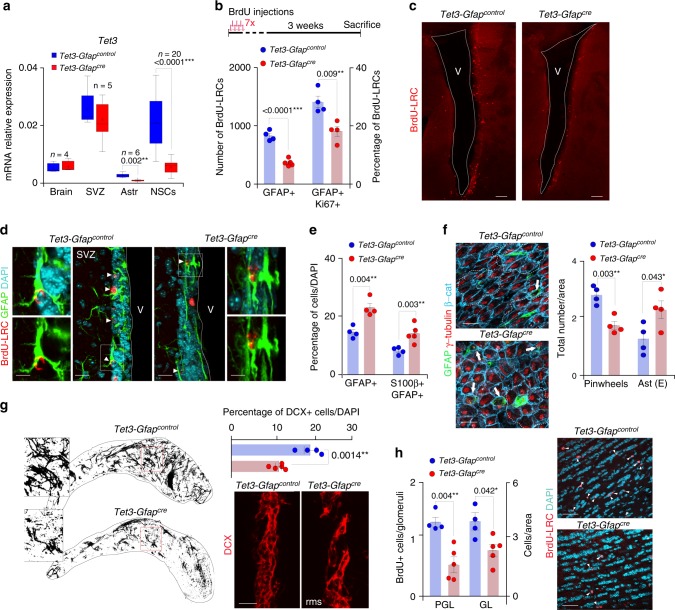
Removal of *Tet3* in the SVZ GFAP+population causes a depletion of the neural stem cell pool in vivo. **a** qPCR for *Tet3* in adult brain, SVZ, astrocytes and NSCs from *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ mice. Data are expressed relative to *Gapdh*. Mean is indicated in the boxplots as “+”. **b** Schematic drawing of the BrdU injection protocol (upper panel). Number of BrdU-label-retaining cells (BrdU-LRCs) that are GFAP+and GFAP/Ki67+in the SVZ of *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ mice (lower panel). **c** Immunohistochemistry panoramic images of *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ SVZ stained for BrdU label-retaining cells (LRCs; red). **d** Immunohistochemistry images for BrdU-LRCs (red) and GFAP (green) in the SVZ of mice from both genotypes. Double-positive cells are indicated with arrowheads. **e** Percentage of GFAP+and S100β/GFAP+astrocytes cells in the SVZ of *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ mice. **f** Immunohistochemistry images for GFAP (green), γ-tubulin (red) and β-catenin (blue) in SVZ whole-mount preparations identifying pinwheel structures in both genotypes (left panels). Total number of pinwheels and differentiated astrocytes, found in the SVZ of *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ mice (right panels). **g** Confocal reconstructions of whole-mount staining for the neuroblast marker DCX in the rostral migratory stream (RMS) of mice from both genotypes. Inserts show high-magnification images of DCX+chains (left panels). Graph shows the quantification of the percentage of DCX+cells. Immunohistochemistry images for DCX (red) in the SVZ of *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ mice (right panels). **h** Quantification of the number of newborn neurons incorporating in the granular (GL) and periglomerular (PGL) layers in the olfactory bulbs (OB) of *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ mice (left panel). Immunohistochemistry images for BrdU-LRCs (red) in the granular layer of the OBs from both genotypes. V lateral ventricle lumen. DAPI was used to counterstain DNA. All error bars show s.e.m. Unpaired two-tailed Student’s *t*-test was used. *P*-values and number of mice used are indicated. Scale bars in (**c**), 100 µm; in (**d** and **g**), 30 µm (inserts in (**d**), 7 µm); in (**f**), 15 µm; in (**h**), 40 µm. Source data are provided as a Source Data file

Two-month-old *Tet3-Gfap*^*cre*^ and *Tet3-Gfap*^*control*^ mice were injected with the nucleoside analog BrdU three weeks before sacrifice (Fig. 2b). BrdU is specifically retained in some slowly proliferating NSCs (label-retaining cells, LRCs) and in OB newborn neurons that ceased to divide and underwent terminal differentiation soon after the injection^45^. The number of GFAP+LRCs was significantly reduced in TET3-deficient mice (Fig. 2b-d and Supplementary Figure 3a) and fewer of them were positive for the proliferation antigen Ki67 (Fig. 2b and Supplementary Figure 3b), suggesting a role for TET3 in regulating the number of activated NSCs within the SVZ. Conversely, related to the decrease in activated NSCs in *Tet3*-deficient mice, we found a higher proportion of GFAP+cells with detectable levels of the calcium-binding protein S100β, a marker of terminally differentiated astrocytes (Fig. 2e). Type B cells are elongated and bear an apical process that extends through the cells of the ependymal monolayer, to end in a primary cilium immersed in the cerebrospinal fluid^8^. Monociliated B cells form structures known as pinwheels, and can, therefore, be readily identified in whole-mount preparations of the SVZ, following immunofluorescence for GFAP and the basal body marker γ-tubulin. In line with the previous findings, we observed a decrease in the number of GFAP/γ-tubulin+Type B cells contacting the ventricle in whole-mounts of the *Tet3-Gfap*^*cre*^ SVZ (Fig. 2f). Interestingly, we also found increased proportions of monociliated GFAP+cells with cell bodies completely intercalated within the ependymal layer, a feature that has been reported to increase with aging^46^ (Fig. 2f). Less densely populated DCX+neuroblast chains in the RMS (Fig. 2g) and fewer BrdU+newly-generated neurons in the granular and periglomerular layers of the OB were found in *Tet3-Gfap*^*cre*^ mice (Fig. 2h) likely as a result of the reduced number of NSCs in the TET3 mutant SVZ. However, no changes were observed in the density of newly-formed oligodendrocytes, scored as BrdU-LRC/OLIG2+cells in the *corpus callosum* (CC) of *Tet3*-deficient mice (Supplementary Figure 3c). These data together indicate that TET3 is required for the maintenance of the NSC pool in the SVZ of adult mouse brains by preventing their premature differentiation into terminally differentiated astrocytes thus limiting neurogenesis in vivo.

### *Tet3* is required to maintain self-renewal of adult NSCs

Individual cells dissected from the postnatal SVZ can proliferate in medium containing basic fibroblast growth factor (FGF2) and/or epidermal growth factor (EGF) to produce multipotent clonal aggregates, called neurospheres^45,47^. To investigate cell-intrinsic properties of TET3, we derived neurospheres from adult *Tet3-Gfap*^*cre*^ SVZ under controlled culture conditions (Fig. 3a and Supplementary Figure 4a). Expression of cre-recombinase and downregulation of *Tet3* was again confirmed in cultured neurospheres (Fig. 2a and Supplementary Figures 2d, e). SVZ isolated from *Tet3-Gfap*^*cre*^ adult mice yielded fewer primary neurospheres compared to those of controls (Fig. 3b). To assess specifically the self-renewal capability of these cultures, primary neurospheres were individually dissociated into single cells and plated at limiting dilution (2.5 cells/μl) for several passages (Fig. 3a). *Tet3*-deficient neurospheres produced a significantly reduced number of new secondary clones at different passages (Fig. 3b, c). In contrast, TET3 did not appear to regulate proliferation, as we found no changes in diameter in primary or secondary *Tet3*-deficient neurospheres (Fig. 3d). A cell cycle analysis of *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ neurosphere cultures revealed no changes in the proportion of cells in different cell cycle phases (Fig. 3e). The reduction in the number of neurospheres could not be ascribed to a decrease in cell survival as evidenced by similarly low proportions of caspase 3+apoptotic cells in neurosphere cultures from the two genotypes (Fig. 3e and Supplementary Figure 4b). As a result of the self-renewal defect, the bulk growth expansion rate of *Tet3-Gfap*^*cre*^ cultures after several passages was impaired compared to the *Tet3-Gfap*^*control*^ cells (Fig. 3f). These findings indicate that TET3 sustains self-renewal without affecting the overall proliferation rate or cell survival of adult NSCs.

**Fig. 3:**
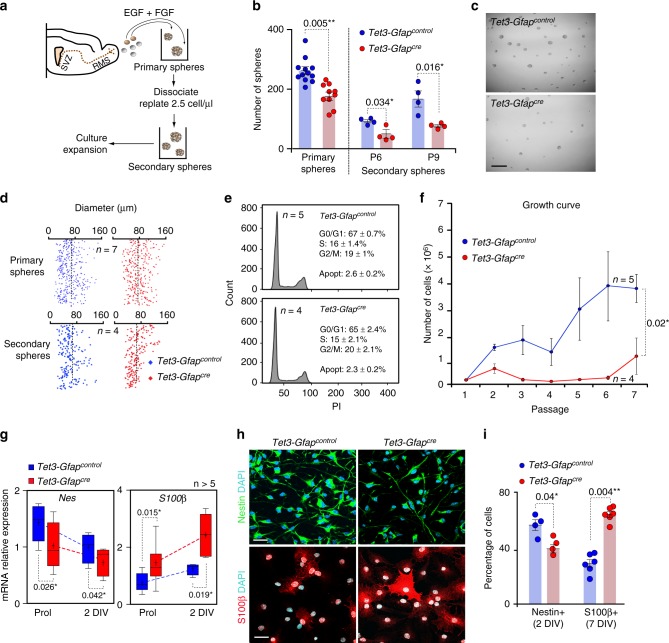
*Tet3* deficiency causes a decrease in NSCs self-renewal triggering their terminal differentiation into non-neurogenic astrocytes. **a** Schematic representing the primary and secondary forming neurosphere assay and the expansion protocol. Neurospheres are cultured in proliferation conditions with the mitogens EGF and FGF. Cells are dissociated and replated at 2.5 cells/μl. Secondary neurospheres are counted 5 days later. **b** Number of primary neurospheres obtained from the SVZ of *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ mice. Number of secondary spheres formed after passages (P) 6 and 9 is also shown. **c** Representative images of secondary neurosphere cultures from both genotypes. **d** Diameter of primary and secondary neurospheres formed in *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ cultures. Dashed lines indicate the mean diameter. **e** Cell cycle profiles in neurosphere cultures from both genotypes after 3 days in vitro. Percentages of G0/G1, S and G2/M phases are indicated. Percentages of apoptosis are also shown. **f** Growth curve showing the total number of cells formed after 7 passages in *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ neurosphere cultures. **g** qPCR for the undifferentiation marker *Nestin* and the terminally differentiated marker *S100β* in *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ NSCs in proliferation conditions (Prol) and after 2 days of differentiation (2 DIV). Data are expressed relative to *Gapdh*. Mean is indicated in the boxplots as “+”. **h** Immunocytochemistry images for Nestin (green; upper panels) and S100β (red; lower panels) in NSCs of both genotypes after 2 or 7 days of differentiation, respectively. DAPI was used to counterstain DNA. **i** Percentage of cells that are positive for Nestin and S100β in *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ NSCs after 2 or 7-DIV of differentiation, respectively. All error bars show s.e.m. Unpaired two-tailed Student’s *t*-test was used. *P*-values and number of samples are indicated. Scale bars in (**c**), 200 µm and in (**h**), 40 µm. Source data are provided as a Source Data file

### TET3 prevents terminal astrocytic differentiation of NSCs

Adult NSCs are multipotent cells that can form neurons, astrocytes, and oligodendrocytes ex vivo. Indeed, when neurosphere cultures are induced to differentiate in vitro they undergo an orderly series of intermediate steps of proliferation and cell fate restriction resembling those occurring in vivo^48,49^ and resulting in the differentiation of derived neural progenitors into different neural cell types (Supplementary Figure 4a). Because the in vivo data suggested that *Tet3* deficiency resulted in increased astrocytic differentiation, we monitored the in vitro behavior of neural progenitors derived from *Tet3-Gfap*^*cre*^ and control neurospheres plated under adherent conditions in the absence of mitogens. During the first 2 days (2-DIV) of differentiation, a decrease in the neural progenitor marker Nestin together with an increase in the terminally differentiated astrocytic marker *S100β* was observed in *Tet3-Gfap*^*cre*^ compared to control cultures (Fig. 3g), whereas no change in the levels of expression of the neuronal βIII-tubulin gene (*Tubb3)* was found (Supplementary Figure 4c). At the protein level, the deficiency in TET3 resulted in reduced proportions of Nestin+cells after 2-DIV of differentiation (Fig. 3h, i). Higher proportions of cells that were strongly positive for S100β, a protein largely absent from neurogenic GFAP+cells correlating with loss of neurosphere-forming potential^50^, was also observed after 7-DIV of differentiation (Fig. 3h, i). Conversely, neuronal and oligodendroglial differentiation was normal as no significant differences were found in the percentage of βIII-tubulin+or O4+cells, respectively (Supplementary Figures 4d,e).

In order to test whether enhanced astrocytic differentiation in the absence of *Tet3* was consistently accompanied by a reduction in the capacity of NSCs to form neurospheres, 7-DIV differentiated NSCs cultures were detached and replated under proliferating conditions with mitogens (Supplementary Figure 4a). This led to the reactivation of a small proportion of cells with the capacity to form neurospheres in non-adherent conditions after 12 days in vitro (12 DIV) (Supplementary Figure 4f). The number of neurosphere-forming cells in *Tet3-Gfap*^*cre*^ NSCs was significantly reduced, indicating that the bias toward a more differentiated astrocytic phenotype in the absence of TET3 correlated with a reduction in stemness (Supplementary Figure 4f). This suggests that TET3 can directly promote the neurogenic potential of the multipotential stem cell-like astrocytes by preventing their premature differentiation.

### TET3 regulates NSCs maintenance through repression of *Snrpn*

To understand the molecular mechanism underlying the differentiation defects observed in *Tet3*-deficient NSCs, a RNA-seq was performed in control and *Tet3-Gfap*^*cre*^ neurosphere cultures. 

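Read counts per gene were deposited for 6 neurosphere libraries, 3 labelled *Tet3-Gfap* control and 3 labelled *Tet3-Gfap* cre. The libraries labelled control held 32036019, 33660598 and 33817335 counts, and those labelled cre held 35405326, 29660398 and 31764611. The authors aligned reads from stranded mRNA libraries to the mouse genome with Subread and counted them per Ensembl gene with Rsubread. The paper's text does not name the strand and multi-mapping settings, the filter, the normalization or the test. Of 49671 genes in the table, the 16916 with enough counts were tested here with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The fold changes in the paper's Supplementary Data 1 and 2 depend on which libraries were taken as control, so they were recomputed for each of the 10 ways to split the 6 libraries into 3 and 3. The split by the deposited labels gave log2 fold changes that lay a root mean square distance of 0.881 from the paper's. The split in which the libraries labelled control 3 and cre 3 change places lay at 1.95e-06, and the nearest of the others at 0.673. Values are therefore given first by the labels, then for the 4 libraries labelled control 1, control 2, cre 1 and cre 2, whose genotype is the same in the labels and in the paper's tables, and then for the grouping of those tables. The last 2 sets were added after the values had been seen. The paper states that its culture experiments were done at least 3 independent times, and does not say for these libraries whether the triplicates were separate cultures, so p-values measure the spread between these samples.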

RNA-seq analysis confirmed the downregulation of *Tet3* mRNA levels in *Tet3-Gfap*^*cre*^ compared to control cultures (LogFC in *Tet3-Gfap*^*cre*^ neurosphere cultures: −1.0074 with a FDR = 3.97 × 10^17^). 

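*Tet3* stood at 114, 136 and 60.2 CPM (counts scaled by the TMM-normalized library size) in the libraries labelled control 1, 2 and 3, and at 61.2, 60.5 and 116 CPM in those labelled cre 1, 2 and 3. The library labelled control 3 thus had the *Tet3* level of the libraries labelled cre 1 and 2, and the library labelled cre 3 that of the libraries labelled control 1 and 2. *Gfap*, whose exons the *GFAP-cre* cassette carries, divided the libraries in the same way, with 0.502, 0.327 and 6.61 CPM under the control labels and 3.84, 3.51 and 0.280 CPM under the cre labels. The paper states that part of exon 1 was removed from the cassette so that it does not express *Gfap*. Whether any of these reads came from the cassette cannot be told here. *Tet1* and *Tet2* showed no such division, with 33.7 to 44.7 CPM for *Tet1* and 20.3 to 27.7 CPM for *Tet2* over the 6 libraries. *Tet3* (ENSMUSG00000034832) lies on chromosome 6 of GRCm38 from 83362373 to 83459084. The cre recombinase removes exon 5, and counts over the whole gene also take in reads from the exons that remain. By the labels *Tet3* had 104 ± 39.1 CPM (SD, n = 3) in control and 79.3 ± 32.0 CPM (SD, n = 3) in cre libraries, a log2 fold change of -0.38 (standard error 0.35, adjusted p = 1.00 from edgeR's quasi-likelihood test). In the 4 libraries whose genotype is the same in the labels and the paper's tables, it was lower in cre, with a log2 fold change of -1.04 (standard error 0.10, adjusted p = 0.0159 from the same test). With all 6 libraries in the grouping of the paper's tables, the log2 fold change was -1.01 (standard error 0.08, adjusted p = 0.0300 from the same test). In the paper's other measures, *Tet3* mRNA and TET3 protein were lower in *Tet3-Gfap* cre cultures. Beside that, the *Tet3* levels here argue against the labels of the libraries labelled control 3 and cre 3. Counts over the whole gene do not show whether exon 5 was present in these 2 libraries.

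**Figure D1:**
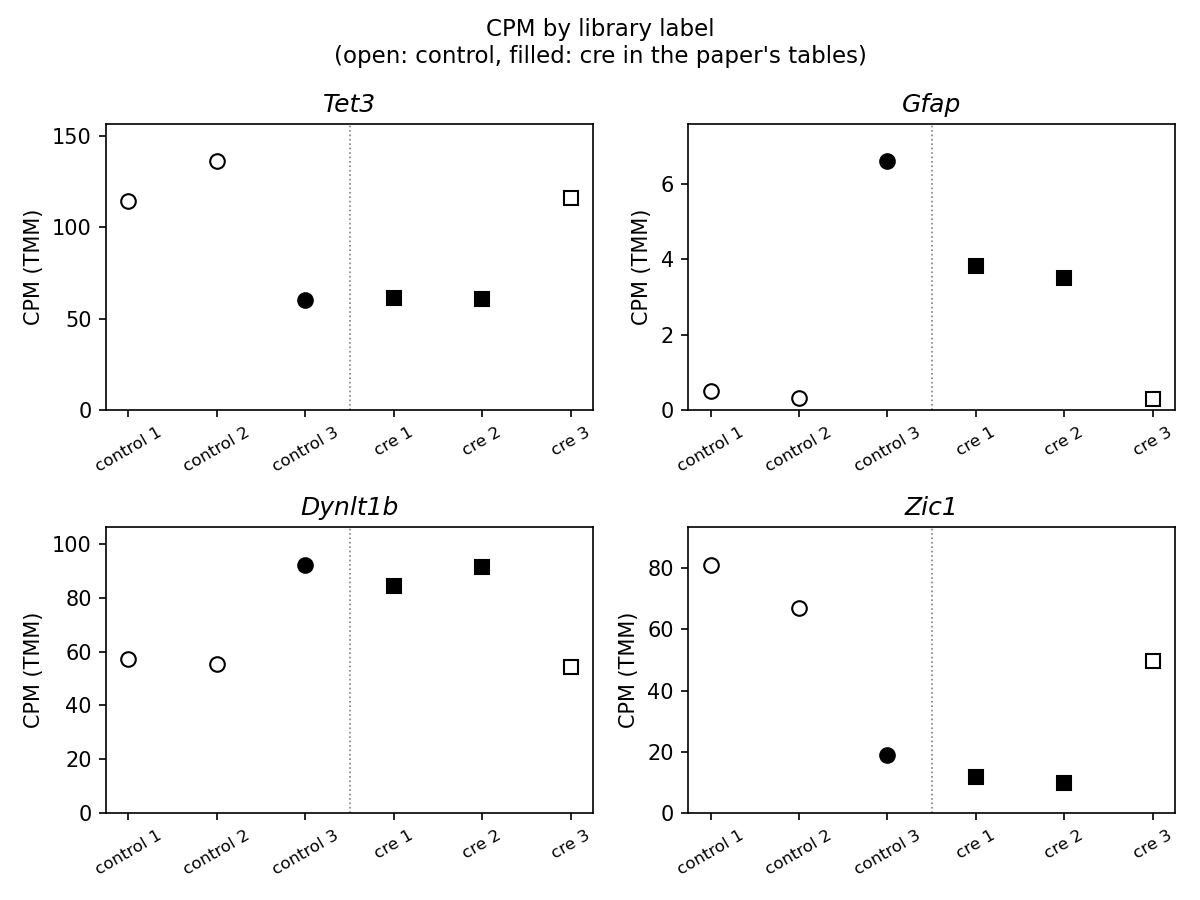
CPM (vertical axes, normalized by TMM) of *Tet3*, *Gfap*, *Dynlt1b* and *Zic1* in the 6 libraries, ordered by deposited label, with circles for control and squares for cre labels. Open points were control and filled points cre in the paper's tables, and *Tet3* lies at 114 CPM or more in the open points and at 61.2 CPM or less in the filled ones.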

*Tet3* depletion resulted in 97 significantly downregulated and 96 upregulated genes (Fig. 4a**;** Supplementary Figure 5a**;** Supplementary Data set 1 and 2). 

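By the deposited labels, no gene passed the threshold in either direction. For the focal adhesion gene *Parvb* and the BMP and Wnt antagonist *Sostdc1*, the library labelled control 3 lay with the 3 libraries labelled cre, far below those labelled control 1 and 2. In the 4 libraries whose genotype is the same in the labels and the paper's tables, edgeR's quasi-likelihood test called 36 genes higher and 42 lower in cre. For the same 4 libraries, limma-voom called 74 genes, DESeq2 478, the likelihood-ratio test 622 and the exact test 638. The lower genes included the forebrain patterning genes *Zic1*, *Otx1*, *Dmrta2* and *Zic4*, the matrix gene *Tnr* and the calcium channel subunit gene *Cacng5*. The higher genes included the protocadherins *Pcdhb11*, *Pcdhga12* and *Pcdhb2*, the synaptic gene *Nptx2*, the Wnt antagonist *Sfrp1* and the homeobox gene *Irx2*. By the labels, 846 of 16916 genes had an unadjusted p under 0.05 from edgeR's quasi-likelihood test, 450 higher and 396 lower, and the smallest adjusted p was 0.203. The same comparison gave 0 genes with limma-voom, 51 with edgeR's likelihood-ratio test, 68 with its exact test and 70 with DESeq2. In simulated counts for this comparison, the quasi-likelihood test recovered 82% of 100 genes changed 2-fold and 100% of 100 genes changed 4-fold. There the changed genes had a mean of at least 2 CPM and no library was on the wrong side. The simulation thus says nothing of a comparison with exchanged libraries. In the real counts, *Parvb* was not called by the labels at a log2 fold change of -3.61 (adjusted p = 0.787 from the quasi-likelihood test). Within the 4 libraries, *Parvb* had a log2 fold change of -4.00 (standard error 0.16, adjusted p = 0.000861 from edgeR's quasi-likelihood test). *Zic1* had a log2 fold change of -2.79 (standard error 0.14, adjusted p = 0.00218 from the same test), with 81.2, 67.0 and 18.8 CPM under the control labels and 11.7, 9.69 and 49.8 CPM under the cre labels. *Otx1* was lower by the same test (log2 fold change -3.05, adjusted p = 0.00528), as were *Tnr* (log2 fold change -1.75, adjusted p = 0.00401) and *Sostdc1* (log2 fold change -4.72, adjusted p = 0.0159). *Pcdhb11* had a log2 fold change of 1.71 (standard error 0.13, adjusted p = 0.00875 from the same test), *Nptx2* one of 1.18 (adjusted p = 0.00898) and *Sfrp1* one of 1.16 (adjusted p = 0.0159). *Irx2* was higher with a log2 fold change of 4.31 (standard error 0.41, adjusted p = 0.0159 from the same test) at 0.188 to 6.11 CPM. Of the 77 of these 78 genes that were also tested by the labels, 47 separated all 6 libraries in the grouping of the paper's tables and 25 did so by the labels. With ranks in random order, 30% of genes that separate the 4 libraries would separate all 6 under a given grouping, or 23.1 genes. That is no measure of chance here, since these genes were chosen by a difference between the 4 libraries. Only 5 of them separated under neither grouping. In the grouping of the paper's tables, the quasi-likelihood test called 5 genes higher (*Gfap*, *Dynlt1b*, *Tmem181b-ps*, *Pcdhb11* and *Ppp2r2c*) and *Tet3* lower.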

Interestingly, Gene Set Enrichment Analysis (GSEA) revealed specific changes in pathways promoting cell growth such as PI3K-Akt, MAPK, and Wnt signaling pathways and genes involved in synaptic plasticity in *Tet3-Gfap*^*cre*^ compared to *Tet3-Gfap*^*control*^ NSCs (Supplementary Figure 5b).

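Genes of synaptic transmission and plasticity, 105 of which were tested, were shifted upward as a list in the libraries labelled cre, with a median log2 fold change of 0.10, by limma's camera test with a preset correlation but not with an estimated correlation or with limma's fry test. The core genes of the PI3K-Akt (115 tested), MAPK (135) and Wnt (97) pathways were not shifted by the labels. All these lists were written for the re-analysis and are not the paper's gene sets, so the results are not like for like. By the labels, edgeR's quasi-likelihood test called 0 genes of these 4 lists, over all genes tested or adjusted over the list alone. Other tests called members by the same labels, such as the synaptic gene *Grm4* (adjusted p = 0.0189 with DESeq2, 0.0404 with the exact test) and the Wnt gene *Sostdc1* (0.000537 with the exact test, 0.0184 with the likelihood-ratio test). In the 4 libraries whose genotype is the same in the labels and the paper's tables, the synaptic genes *Grm4* and *Nptx2* were higher and *Cacng5* lower, the PI3K-Akt genes *Lamb1* and *Ppp2r2c* were higher and *Itga8*, *Tnr* and *Syk* lower, and the Wnt genes *Sfrp1* and *Smad3* were higher and *Sostdc1* lower. Each list was compared with all other genes by limma's camera test on voom values with a preset correlation of 0.01, adjusted over 34 lists. By the labels the synaptic list had an adjusted p of 0.000160, against 0.403 with an estimated correlation and 0.535 with limma's fry test, and its median log2 fold change fell to 0.0498 without the library labelled cre 2 (adjusted p = 0.0189). The adjusted p was 0.414 for PI3K-Akt, 0.241 for MAPK and 0.158 for Wnt. For the 4 libraries, the synaptic list had an adjusted p of 0.00124 from camera (0.432 with an estimated correlation and 0.133 with fry), PI3K-Akt 0.456, MAPK 0.272 and Wnt 0.822. Adjusted over the list alone, 12 synaptic genes were higher and 5 lower in the 4 libraries, 6 and 7 of PI3K-Akt, 2 and 5 of MAPK, and 3 and 4 of Wnt. In the grouping of the paper's tables the adjusted p was 0.0694 for the synaptic list, 0.492 for PI3K-Akt, 0.674 for MAPK and 0.704 for Wnt. With edgeR's exact test in that grouping, genes past the threshold went both ways, with 3 higher and 5 lower of 106 for PI3K-Akt, 3 and 3 of 132 for MAPK, 2 and 3 of 86 for Wnt and 4 and 4 of 94 for the synaptic list. Beyond these pathways, 4 of the other lists were shifted upward by the labels: ependymal genes (adjusted p = 0.0246 from camera), clustered protocadherins (0.0246), immediate early genes (0.0419) and targets of the amino acid response factor ATF4 (0.0395). None of these calls held with an estimated correlation or with fry, and each was lost on leaving out at least 1 library, the ependymal one on leaving out any of the 6.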

**Fig. 4:**
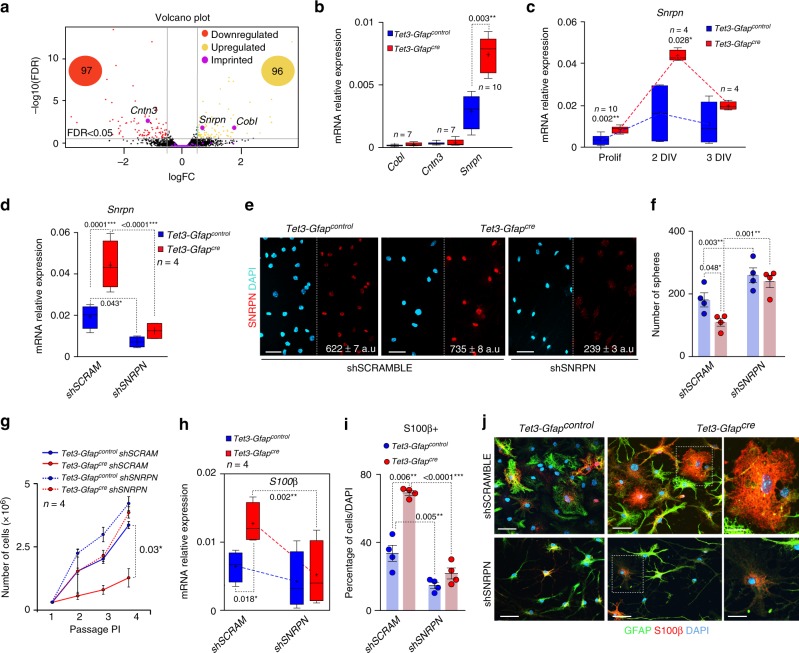
Depletion of *Tet3* in NSCs increases the expression of the imprinted gene *Snrpn*. **a** Volcano plot for genes differentially expressed by RNAseq in *Tet3-Gfap*^*cre*^ compared to control NSCs. Downregulated genes are in red and upregulated genes in yellow. Imprinting genes are showed in purple. **b** qPCR for *Cntn3*, *Cobl,* and *Snrpn* in NSCs from both genotypes. **c** qPCR for *Snrpn* in NSCs from both genotypes in proliferating conditions and after 2 or 3 days of differentiation. The pick of expression of the gene occurs after 2 DIV of differentiation. **d** qPCR for *Snrpn* in *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ NSCs that have been lentivirus transduced with a shRNA for SNRPN. A shRNA SCRAMBLE was used as a control. **e** Immunocytochemistry images for SNPRN (red) in *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ NSCs 7 days after the shRNA experiment. **f** Number of secondary spheres formed after *Tet3* downregulation in *Tet3-Gfap*^*cre*^ cultures. **g** Growth curves showing the total number of cells formed after 4 passages in *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ neurosphere cultures that have been interfered with the shRNA for *Snrpn*. **h** qPCR for the astrocytic differentiation marker S100β after 2 DIV of differentiation in NSCs that have been lentivirus transduced with a shRNA for SNRPN. **i** Percentage of S100β+cells (relative to total number of DAPI) in shRNA interfered *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ cultures. **j** Immunocytochemistry images for S100β (red) and GFAP (green) in interfered NSCs of both genotypes after 7-DIV of differentiation. Data are expressed relative to *Gapdh*. DAPI was used to counterstain DNA. All error bars show s.e.m. One-way ANOVA and Tukey post-test were applied. *P*-values and number of samples are indicated. Mean is indicated in the box and whiskers plots as “+”. Scale bars in (**e** and **j**), 40 µm (high-magnification images 15 µm)

Non-canonical regulation of imprinted genes has been shown to regulate adult neurogenesis^16,17,51^. Moreover, the brain expresses high levels of 5hmC, suggesting a potential contribution of TET3 to the epigenetic state at imprinted regions in adult NSCs. Based on the RNA-seq datasets, we next focused on changes in expression of all known imprinted genes (Supplementary Dataset 3). 

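Of 64 imprinted genes with enough counts, none passed the threshold by the deposited labels with edgeR's quasi-likelihood test, and DESeq2 called 1 higher. *Snrpn* was higher in cre and *Cntn3* lower in the 4 libraries whose genotype is the same in the labels and the paper's tables, and the remaining 62 did not pass. *Calcrl*, *Cobl* and the abundant *Mest*, *Cd81*, *Peg12* and *Ube3a* were among those 62. The list was written before the data were examined and after the paper's tables had been read. Adjusted over the list alone, 0 genes passed by the labels, and 3 were higher and 2 lower in the 4 libraries. The list as a whole was not shifted by limma's camera test, with a median log2 fold change of 0.03 by the labels (adjusted p = 0.0786) and 0.04 in the 4 libraries (adjusted p = 0.170). In the grouping of the paper's tables, edgeR's quasi-likelihood test called none, while its exact test with a CPM of at least 1 in at least 3 libraries called *Snrpn* and *Cobl* higher and *Cntn3* and *Calcrl* lower among 57. *Calcrl* had 134, 86.3 and 78.0 CPM under the control labels and 60.2, 57.6 and 91.9 CPM under the cre labels. Its log2 fold change was -0.51 by the labels (standard error 0.25, adjusted p = 1.00 from the quasi-likelihood test), -0.90 in the 4 libraries (adjusted p = 0.123 from the same test) and -0.67 in the exact test (adjusted p = 0.00607). By the labels, leaving out 1 library gave -0.76 (without cre 3) to -0.23 (without control 1) for *Calcrl*.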

From around 150 imprinted genes analyzed, three showed a significant change in mRNA expression. *Cntn3* (Contactin 3) was downregulated in *Tet3-Gfap*^*cre*^ NSCs, whereas *Cobl* (Cordon-bleu WH2 repeat) and *Snrpn* (Small nuclear ribonucleoprotein-associated polypeptide N) showed increased levels of expression in *Tet3*-deficient neurospheres compared to controls (Fig. 4a). 

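*Snrpn* was detected at 24.8, 26.2 and 48.6 CPM in the libraries labelled control 1, 2 and 3, and at 42.6, 46.8 and 36.0 CPM in those labelled cre 1, 2 and 3. *Cntn3* had 18.6, 17.3 and 5.81 CPM under the control labels and 7.56, 8.12 and 11.4 CPM under the cre labels. *Cobl* was close to the detection floor, with 0.251, 0.831 and 1.39 CPM under the control labels and 2.00, 1.88 and 0.497 CPM under the cre labels. For each of these genes the library labelled control 3 lay nearer to the libraries labelled cre 1 and 2 than to its own group. The library labelled cre 3 also lay nearer to cre 1 and 2 than to control 1 and 2 for *Snrpn* and *Cntn3*, and nearer to control 1 and 2 for *Cobl*. *Snrpn* (ENSMUSG00000102252) lies on chromosome 7 of GRCm38 from 59982495 to 60140219, and 27.3% of its exon bases also belong to *Snurf* or to the overlapping gene *Gm38393*. *Snurf*, all of whose exon bases are shared, has 0 counts in the 6 libraries. By the labels *Snrpn* had 33.2 ± 13.4 CPM (SD, n = 3) in control and 41.8 ± 5.44 CPM (SD, n = 3) in cre libraries, a log2 fold change of 0.33 (standard error 0.25, adjusted p = 1.00 from edgeR's quasi-likelihood test). Its log2 fold change in the 4 libraries whose genotype is the same in the labels and the paper's tables was 0.81 (standard error 0.09, adjusted p = 0.0288 from the same test). In the grouping of those tables it was 0.67 (standard error 0.14, adjusted p = 0.309 from the same test, and 0.00272 from the exact test). *Cntn3* (ENSMUSG00000030075, chromosome 6 from 102162655 to 102573101) had log2 fold changes of -0.63 by the labels (standard error 0.40, adjusted p = 1.00 from the quasi-likelihood test), -1.20 in the 4 libraries (standard error 0.12, adjusted p = 0.0206 from the same test) and -1.14 in the grouping of the tables (adjusted p = 0.261 from the same test, and 0.000163 from the exact test). *Cobl* (ENSMUSG00000020173, chromosome 11 from 12236608 to 12464960) had log2 fold changes of 0.82 by the labels (standard error 0.66, adjusted p = 1.00 from the quasi-likelihood test), 1.82 in the 4 libraries (standard error 0.51, adjusted p = 0.226 from the same test) and 1.72 in the grouping of the tables (adjusted p = 0.357 from the same test). The exact test gave *Cobl* an adjusted p of 0.00211 in that grouping. From its calls for these imprinted genes, the paper goes on to measure each by qPCR and follows *Snrpn*.

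**Figure D2:**
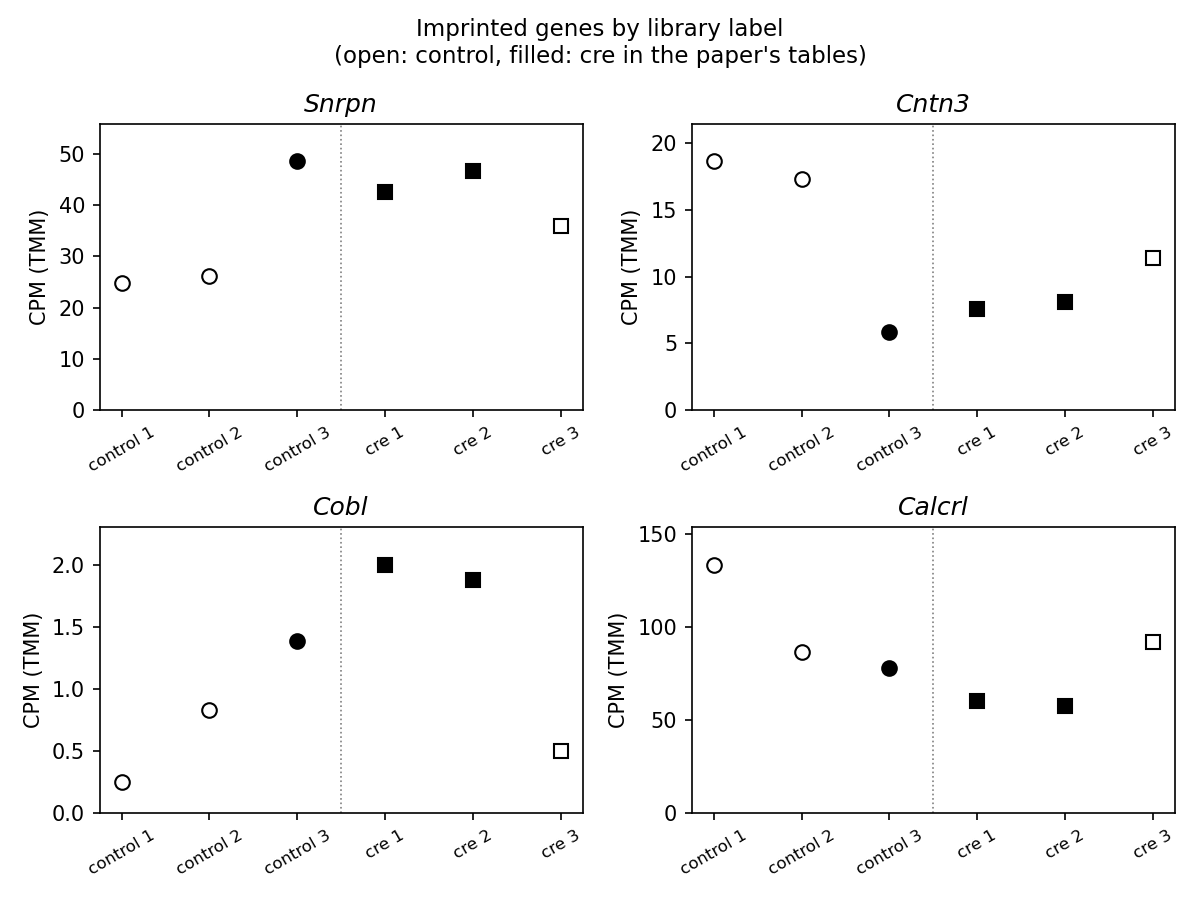
CPM (vertical axes, normalized by TMM) of *Snrpn*, *Cntn3*, *Cobl* and *Calcrl* in the 6 libraries, ordered by deposited label, with circles for control and squares for cre labels. Open points were control and filled points cre in the paper's tables, and *Snrpn* spans 24.8 to 36.0 CPM in the open points and 42.6 to 48.6 CPM in the filled ones.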

Validation of the RNAseq data by qPCR showed very low levels of expression of *Cntn3* and *Cobl* in NSCs but confirmed the significant upregulation of *Snrpn* in *Tet3-Gfap*^*cre*^ neurospheres (Fig. 4b; Supplementary Figure 6a). A more detailed analysis of *Snrpn* expression in NSCs revealed that the gene was significantly expressed both in proliferating and differentiating conditions with a peak of expression at the first steps of the process of differentiation (Fig. 4c). Accordingly, although *Snrpn* was increased in *Tet3-Gfap*^*cre*^ compared to *Tet3-Gfap*^*control*^ proliferating NSCs, the maximum difference of *Snrpn* mRNA levels in both genotypes was observed after 2-DIV of differentiation (Fig. 4c).

In order to determine whether the augmented levels of *Snrpn* in *Tet3*-deficient NSCs might be functionally responsible for the loss of stemness and enhanced astrocytic differentiation of NSCs, a lentivirus (Lv)-mediated short hairpin (sh) RNA was used to silence *Snrpn* (shSNRPN) expression in *Tet3-Gfap*^*cre*^ neurosphere cultures. Downregulation of *Snrpn* was verified by qPCR and immunocytochemistry in transduced cells (Fig. 4d, e) and resulted in the reversion of the neurosphere-forming capacity of *Tet3*-deficient cells to wild-type levels (Fig. 4f and Supplementary Figure 6b). Accordingly, the growth expansion rate of NSCs was increased to normal in *Tet3-Gfap*^*cre*^ neurosphere cultures infected with the shSNRPN (Fig. 4g). To assess whether this rescue in the self-renewal and expansion capacities in *Tet3*-deficient cultures might be due to an independent effect of *Snrpn* on proliferation, neurospheres size was determined, however no changes were found in mean diameter in any condition (Supplementary Figures 6b, c) suggesting a functional role of *Snrpn* in NSCs self-renewal. Consistently, lentiviral delivery of the shSNRPN in *Tet3*-deficient cells restored S100β levels to normal after 2 and 7-DIV of differentiation (Fig. 4h and Supplementary Figure 6d). Moreover, the percentage of S100β+cells in *Tet3-Gfap*^*cre*^ differentiated cultures was restored to wild-type levels (Fig. 4i, j). No changes in the levels of *Tubb3* mRNA or in the proportion of βIII-tubulin+cells were observed after knockdown of *Snrpn* levels in *Tet3-Gfap*^*cre*^ neurospheres (Supplementary Figures 6d,e). Notably, downregulation of *Snrpn* in *Tet3-Gfap*^*control*^ cells, caused an increase in neurosphere formation and cell growth and decreased the proportion of differentiated S100β+cells (Fig. 4d–j). These data suggested that TET3 directly promotes the neurogenic potential of multipotent stem cell-like astrocytes via regulation of *Snrpn*, antagonizing their premature terminal differentiation into mature astrocytes.

### *Snrpn* controls BMP to mediate differentiation of NSCs

Because our data indicated that *Tet3* deficiency results in increased astrogliogenesis, we focused on Bone Morphogenetic Proteins (BMPs), cytokines that are strong promoters of gliogenesis in vivo and in vitro^10,52^. Real-time PCR analysis of the expression of these molecules revealed an enrichment of *Bmp2* mRNA in the absence of TET3 that was completely restored to normal levels by interference of the *Snrpn* gene (Fig. 5a). BMP ligands signal through a tetrameric complex that is formed by BMP type II receptor (BMPR-II) and different classes of BMP type I receptors. Activation of BMPR-IA or -IB results in the phosphorylation of SMAD1, SMAD5, and SMAD8 DNA binding proteins, which heterodimerize with co-SMAD4, and together translocate to the nucleus to regulate gene expression^53^. To test whether activation of the pathway in response to elevated levels of BMP2 was increased in *Tet3*-deficient NSCs, we used pan-specific antibodies to pSMAD1 and pSMAD5 (pSMAD1/5). Treatment of wild-type NSCs with 20 ng/ml BMP2 resulted in increased immunofluorescent detection of nuclear pSMAD and premature differentiation of S100β+astrocytes (Supplementary Figures 6f–h), indicating that differentiating NSCs are responsive to BMPs. Notably, increased levels of nuclear pSMAD1/5 were detected in *Tet3-Gfap*^*cre*^ compared to *Tet3-Gfap*^*control*^ NSCs (Fig. 5b). Furthermore, this was antagonized by the addition of Noggin, a natural antagonist of BMP and by the downregulation of the *Snrpn* gene (Fig. 5b).

**Fig. 5:**
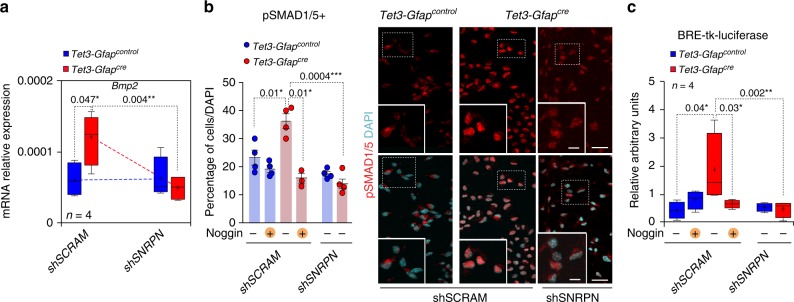
BMP2 mediates terminal differentiation of *Tet3-*deficient NSCs. **a** qPCR for *Bmp2* in *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ interfered NSCs after 2 DIV of differentiation. Data are expressed relative to *Gapdh*. **b** Percentage of pSMAD1/5+cells relative to total cells in *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ NSCs that have been interfered with a shRNA for SNRPN (left). NSCs were treated with 100 ng/ml of the BMP natural antagonist Noggin. Immunocytochemistry images for pSMAD1/5+cells (right). DAPI was used to counterstain DNA. **c** BRE-tk-luciferase reporter activity in *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ shRNA interfered neurospheres and treated with Noggin. All error bars show s.e.m. One-way ANOVA and Tukey post-test were applied. *P*-values and number of samples are indicated. Mean is indicated in the box and whiskers plots as “+”. Scale bars in (**b**), 40 µm (high-magnification images 15 µm). Source data are provided as a Source Data file

To further substantiate these data, we used a luciferase reporter construct that contains two copies of two distinct highly conserved BMP-responsive elements (BREs) and the associated regulatory motifs of the natural human and mouse Id1 promoter as a pSMAD activity sensor (BRE-tk-luciferase)^54^. Consistent with the data described above, we found an increase in the basal activity of the BRE reporter in *Tet3-Gfap*^*cre*^ when compared with wild-type cells, and this increase was efficiently abrogated by the addition of Noggin, as well as by the interference of *Snrpn* (Fig. 5c). Taken together, these results demonstrate that BMP signaling is augmented in the absence of *Tet3* and that control of BMP2 by SNRPN is functionally responsible for the enhanced astrocytic differentiation of *Tet3*-deficient NSCs.

### A non-catalytic action of TET3 contributes to *Snrpn* repression

Significant levels of 5mC and 5hmC were found by immunocytochemistry in neurospheres isolated from the adult SVZ (Supplementary Figure 7a). Analysis of 5hmC and 5mC staining in vivo also showed variable intensities between different cellular populations within the adult SVZ (Supplementary Figures 7b, c). In particular, distribution of 5hmC and 5mC showed high levels of 5hmC and low levels of 5mC in the GFAP/SOX2+stem cell population (Supplementary Figures 7b, c). In contrast, no 5hmC was found in the more differentiated cells such as the doublecortin (DCX)+neuroblast population (Supplementary Figure 7b). Thus, the presence of 5hmC in the NSC population along with its apparent exclusion from differentiated cells, suggested that formation of 5hmC might also participate in the function and/or maintenance of the undifferentiated state in the adult neurogenic niches. Notably, upon *Tet3* knockdown no changes in global 5mC or 5hmC levels, determined by ELISA, were observed in adult *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ neurosphere cultures (Supplementary Figure 7d). Consistently, immunohistochemistry for 5hmC within the *Tet3-Gfap*^*cre*^ SVZ revealed no significant changes in global 5hmC in *Tet3*-deficient NSCs in vivo (Supplementary Figure 7c).

*Snrpn* belongs to the cluster of imprinted genes associated with Prader–Willi Syndrome and is canonically expressed from the paternally inherited chromosome^55^. The mouse *Snrpn* gene has a germline derived differentially methylated region (DMR) that is associated with imprinted *Snrpn* expression, and is required for imprinting control of the domain (Supplementary Figure 8a)^56,57^. We have previously shown the expected paternal expression of *Snrpn* in normal tissue and adult NSCs^16^, but loss of imprinting of the gene could explain the upregulation of *Snrpn* in *Tet3-Gfap*^*cre*^ NSCs. To test this, bisulfite sequencing of the *Snrpn* DMR was performed in *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ neurosphere cultures (Supplementary Figure 8a, b). Both control and mutant neurospheres showed 50% methylation indicating retention of imprinting. Bisulfite sequencing cannot distinguish between 5mC and 5hmC; therefore, to specifically assess 5hmC levels at the *Snrpn* DMR, a hydroxymethylation immunoprecipitation using antibodies against 5hmC (hydroxyMeDIP) was developed in *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ NSCs cultures. Consistent with the bisulfite sequencing analysis, no differences in 5hmC levels were observed at the *Snrpn* promoter (Supplementary Figure 8c), suggesting that there was no loss of imprinting of the *Snrpn* gene.

The remarkable increase of *Snrpn* expression independently of a change to its DMR methylation and hydroxymethylation in *Tet3*-deficient NSCs, prompted us to explore the possibility that TET3 might have non-catalytic functions in NSCs. We first used chromatin immunoprecipitation followed by qPCR (ChIP-qPCR) to assess direct binding of TET3 to the *Snrpn* promoter in wild-type adult NSCs. Two *Snrpn* promoter regions (R1, −20 to +132 bp, and R2, +271 to +434 bp) and *Clcn6* promoter, as a positive control region^58^, were chosen for analysis (Supplementary Figure 8a). Importantly, TET3 binding was observed at the *Snrpn* promoter regions but not at a more distal upstream region (−135 kb, Region 3, R3) (Fig. 6a). To specifically determine whether TET3 was bound to the paternal transcribed (unmethylated), maternal repressed (methylated) allele or to both alleles (Supplementary Figure 8a), a ChIP-qPCR for TET3 was performed in NSCs derived from adult F1 mice hybrids offspring from *Mus musculus domesticus* (C57BL6/J) females and *Mus musculus castaneus* (CAST/EiJ) males (BxC hybrids NSCs), in which two single-nucleotide polymorphisms (SNPs) were identified between the two subspecies at the *Snrpn* promoter (Supplementary Figure 8d). Direct sequencing of these SNPs after ChIP showed preferential binding for TET3 to the paternal transcribed and unmethylated allele (Fig. 6b), supporting a methylation-independent function of TET3 on the *Snrpn* gene.

**Fig. 6:**
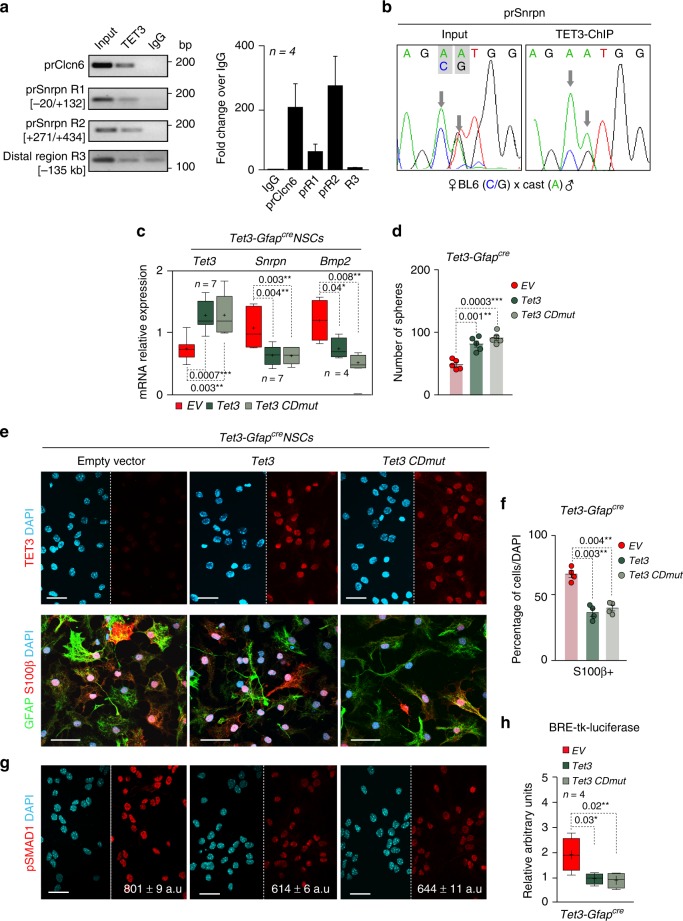
TET3 binds to *Snrpn* promoter at the paternal allele to regulate its expression independently of methylation. **a** qPCR after chromatin immunoprecipitation (ChIP) of wild-type NSCs. Two regions (R1 and R2) of the *Snrpn* promoter (prSnrpn) were analyzed. *Clcn6* promoter was used as a control for TET3 binding. A non-relevant distal region (R3) was analyzed as a control of specificity. Values are shown as the fold change over the IgG. **b** DNA sequences after ChIP-qPCR for TET3 in F1 hybrid NSCs derived from *Mus musculus domesticus* (abbreviated, BL6) and *Mus musculus castaneus* (abbreviated, Cast) mice (BxC), showing the two diagnostic strain-specific polymorphisms at the *Snrpn* promoter in the input sample. A more abundant presence of the “A” nucleotide, corresponding to the paternal allele (Cast), is observed. **c** qPCR for *Tet3*, *Snrpn* and *Bmp2* genes in *Tet3-Gfap*^*cre*^ NSCs that had been nucleofected with *Tet3* or with *Tet3* with a mutated catalytic domain (*Tet3* CDmut). An empty vector was used as a control for nucleofection. **d** Number of secondary spheres formed in *Tet3-Gfap*^*cre*^ cultures after nucleofection with *Tet3* variants. A rescue in the self-renewal capacity was observed. **e** Immunocytochemistry images for TET3 (red) in *Tet3-Gfap*^*cre*^ NSCs that had been nucleofected with Tet3, Tet3 CDmut or EV (upper panels). Immunocytochemistry images for GFAP (green) and S100β (red) are also shown (lower panels). **f** Percentage of S100β+cells in *Tet3-Gfap*^*cre*^ NSCs that had been nucleofected with Tet3, Tet3 CDmut, or EV. **g** Immunocytochemistry images for pSMAD1/5+(red) in nucleofected *Tet3-Gfap*^*cre*^ NSCs. **h** BRE-tk-luciferase reporter activity in *Tet3-Gfap*^*cre*^ NSCs that had been nucleofected with Tet3, Tet3 CDmut, or EV. All error bars show s.e.m. One-way ANOVA and Tukey post-test were applied. *P*-values and number of samples are indicated. Mean is indicated in the box and whiskers plots as “+”. Scale bars, 30 µm. Source data are provided as a Source Data file

To further determine whether TET3 contributes to transcriptional fine-tuning of *Snrpn*, we overexpressed TET3 in *Tet3-Gfap*^*cre*^ NSCs and found that this caused a significant decrease in *Snrpn* expression but not in other imprinted genes such as *Mcts2* (Fig. 6c and Supplementary Figure 9a). Notably, when we overexpressed a catalytically inactive variant of TET3 (*Tet3* CDmut) we observed a comparable decrease in the levels of the *Snrpn* and *Bmp2* genes in *Tet3-Gfap*^*cre*^ NSCs (Fig. 6c). In line with this, overexpression of either wild type or catalytically inactive TET3 led to an increase in the number of spheres formed in self-renewal conditions in *Tet3-Gfap*^*cre*^ NSCs (Fig. 6d). Consistently, overexpression of TET3 in *Tet3*-deficient cells restored the percentage of S100β+cells in *Tet3-Gfap*^*cre*^ differentiated cultures to wild-type levels (Fig. 6e, f). Overexpression of TET3 in *Tet3-Gfap*^*control*^ NSCs did not modify *Snrpn* and *Bmp2* levels (Supplementary Figure 9b). Moreover, **s**elf-renewal and astrocytic differentiation were also normal in control cultures (Supplementary Figures 9c-e). However, when we overexpressed TET3 or its catalytically inactive variant in *Tet3-Gfap*^*cre*^ cultures, we observed a decrease in the levels of pSMAD1/5 and in the basal activity of the BRE reporter (Fig. 6g, h). These data together demonstrate that TET3 binds to the *Snrpn* promoter preferentially at the paternal allele to contribute to transcriptional repression of the gene in adult NSCs, independently of its catalytic function and that BMP2 signaling is responsible for the astrocytic terminal differentiation mediated by SNRPN (Supplementary Figure 10).

## Discussion

The formation of new neurons in the adult brain throughout life involves the activation of pools of NSCs while preserving the stem cell number. Emerging evidence indicates that imprinted genes regulate the life-long function of adult NSCs^16,17,51^. This study demonstrates a role for the dioxygenase TET3 in the self-renewal and hence maintenance of NSCs within the adult SVZ. We show that loss of *Tet3* results in the differentiation of neurogenic progenitors both in vivo and in vitro and compromises the maintenance of the NSC pool in this niche leading to reduced OB neurogenesis. More interestingly, our work indicates that TET3 regulates self-renewal by repressing transcription of the imprinted gene *Snrpn* through mechanisms that are independent of its catalytic function in modulating methylation.

TET3 deficiency causes an active apoptosis of neural progenitors derived from ESCs, which results in a reduction of neuronal production^30^. This context differs from ours, as in adult NSCs *Tet3* deficiency does not modify apoptosis or survival rates. Rather, when TET3 is absent in the GFAP+population in vivo, a depletion of the adult NSC pool is observed, and this is due to their terminal differentiation into non-neurogenic astrocytes. As a consequence of the continuous depletion of the NSC pool in *Tet3*-deficient mice, the process of neurogenesis to the OB is impaired, a finding recapitulated in neurosphere cultures in vitro. Interestingly, no changes in the proportion of the cell cycle phases are observed in mutant cultures indicating that TET3 promotes self-renewal capacity without affecting their overall proliferation rate. Differentiation of both mutant and wild-type NSCs into the three cell lineages of the central nervous system supports premature differentiation of NSC into non-neurogenic astrocytes in *Tet3*-deficient NSCs.

Gene expression analyses have revealed the molecular bases of these phenotypic observations, with a significant upregulation of the *Snrpn* gene in *Tet3*-deficient NSCs. *Snrpn* belongs to the Prader–Willi imprinted gene cluster and is expressed from the paternally inherited chromosome^55^. Patients with Prader–Willi syndrome lack expression of *Snrpn* and exhibit neurological problems including learning difficulties and hyperphagia^59,60^. *Snrpn* encodes the RNA-associated SmN (survival motor neurons) protein implicated in pre-mRNA editing, which contributes to tissue-specific alternative splicing^61^. It is well-established that *Snrpn* is highly expressed in brain and its expression increases markedly during postnatal brain development^61^. Our data indicate that TET3 regulates *Snrpn* dosage in an imprint-independent manner and that this is responsible for the premature differentiation of NSCs that we observe. Our findings suggest that *Snrpn* overexpression influences the NSC pool in adults, a function that has not previously been associated with Prader–Willi Syndrome and which has implications for our understanding of the etiology of this disorder.

The effects of BMPs in astroglial differentiation have been reported extensively for both late fetal and postnatal progenitors^52,53^, and most frequently, BMP-induced astroglial differentiation is related to deficiencies in the production of other cell lineages^53^. Moreover, BMP4 overexpression appears to accelerate the differentiation of some radial glia, suggesting that multipotential progenitors terminally differentiate when exposed to BMPs^53,62^. Our findings show that *Snrpn* overexpression correlates with elevated levels of this morphogen, suggesting that premature differentiation of *Tet3*-deficient NSCs into astrocytes may be partly the consequence of the augmented activity of the BMP signaling. Moreover, the presence of the BMP antagonist Noggin that is produced by ependymal cells^63^ could be balancing the *Snrpn* function in the SVZ, preventing the differentiation of the NSC pool. Indeed, we showed that addition of Noggin to *Tet3*-deficient cultures, restored the terminal astrocytic differentiation phenotype observed. Further work will be necessary to elucidate whether *Snrpn* has a role on the pre-mRNA editing of BMP genes.

TET enzymes regulate the balance of DNA methylation and demethylation by dynamic conversion of 5mC into 5hmC, 5fC, and 5CaC^40,41^. Several other reports have shown non-catalytic functionalities of the TET proteins^23,36^. Concretely, TET3 has been implicated in the stabilization of thyroid hormones nuclear receptors promoting transcriptional activation where TET3 catalytic domain is not implicated and a TET3 catalytic dead mutant can rescue the developmental defects caused by TET3 knockdown^64^. Most notably, TET3 interacts with O-linked N-acteylglucosamine transferases (OGT) to influence transcription^34,35^. Although our data show significant amounts of 5hmC in GFAP-expressing cells within the SVZ and in proliferating cells in vitro, global levels of 5mC/5hmC are not altered in *Tet3*-deficient NSCs suggesting non-catalytic effects of TET3 in this neurogenic niche. Indeed, we demonstrate that TET3 binds to the *Snrpn* promoter at the paternal transcribed and unmethylated allele acting as a transcriptional repressor of the gene by a catalytic-independent activity mechanism, supporting a multifunctional role for TET3 in adult NSCs.

Adult niches preserve the undifferentiated property of their resident stem cells, but contribution of epigenetic mechanisms to this process has remained largely unexplored. Our data have elucidated the action of TET3, preventing terminal differentiation and exhaustion of NSCs by transcriptional repression of the *Snrpn* gene independently of its methylation. We also described how this regulation acts in concert with niche signals such as BMP and Noggin to modulate the proper differentiation of the NSC pool. Further work will be relevant to elucidate the structural, genetic and epigenetic requirements of this regulatory mechanism and its contribution to neurogenic phenotypes.

## Methods

### Animals and in vivo manipulations

*GFAP-cre* (6.Cg-Tg(Gfap-cre)73.12Mvs/J) mice were obtained from Jackson Laboratory and genotyped as described^44^. *GFAP-cre* mice were generated using a 15 kb mouse *Gfap* promoter cassette containing all introns, promoter regulatory elements, exons, and 2 kb of 3′ and 2.5 kb of 5′ flanking regions of the mouse *Gfap* gene^44^. *Gfap* expression is prevented by the removal of a small region in exon 1. *Tet3*^*loxp/loxp*^ mice contain LoxP sites flanking exon 5 of *Tet3* gene^43^. Expression of Cre-recombinase results in a deletion of this region and a frame-shift from exon 6 that affects all downstream exons until a premature stop codon in exon 7. To generate specific deletion of *Tet3* in GFAP positive cells, heterozygous *GFAP-cre* transgenic animals were bred to *Tet3*^*loxp/loxp*^. Additionally, The Jackson laboratory reports that the *GFAP-cre* line have *cre* expression in the male germline. To avoid this problem, *GFAP-cre* females and *Tet3*^*loxp/loxp*^ males were used to generate the experimental animals. Animals were genotyped by PCR analysis of DNA, extracted from mouse ear-punch tissue with the following primers: for the presence of cre-recombinase *Cre-F* and *Cre-R* and for the presence of LoxP sites *Tet3F*, *Tet3R1*, and *Tet3R2* (Supplementary Table 1). Mice were maintained on a C57BL6 background. We have complied with ethical regulations for animal testing and research and experiments were carried out following protocols approved by the ethics committee of the University of Valencia (Spain).

### Immunohistochemistry and β-galactosidase staining

BrdU administration regimes have been previously detailed^16,45^. Briefly: mice at 2–4-months-of-age were injected intraperitoneally with 50 mg of BrdU per kg of body weight every 2 h for 12 consecutive hours (7 injections in total). Three weeks after the injections, animals were deeply anaesthetized and transcardially perfused with 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer saline pH 7.4 (PBS) and brains were vibratome-sectioned at 40 μm. For immunohistochemistry, sections were washed in PBS and blocked at room temperature for 1 h in PBS with 0.1% Triton X-100 supplemented with 10% Fetal bovine serum (FBS) and then incubated overnight at 4 °C with primary antibodies (Supplementary Table 2). For BrdU detection and 5mC/5hmC immunostainings, sections were pre-incubated in 2 N HCl for 20 min at 37 °C and neutralized in 0.1 M sodium borate (pH 8.5). Detections were performed with fluorescent secondary antibodies for 1 h at RT (Supplementary Table 3). For the study of pinwheel structures, we prepared SVZ whole-mounts using protocols established previously^8^. Briefly, the lateral walls of the lateral ventricles were dissected out and the resulting whole-mounts were fixed for 1.5 h in 4% PFA and washed overnight at 4 °C in PB. Whole-mounts for pinwheel identification were washed three times in PBS containing 0.5 % Triton X-100 for 15 min each, blocked for 2 h in 10% FBS and 2% Triton X-100 in PBS, then incubated for 48 h at 4 °C with primary antibodies for γ-tubulin to label basal bodies and β-catenin antibodies to delineate the cell membrane (Supplementary Table 2). After incubation with appropriate secondary antibodies (Supplementary Table 3), nuclei were counterstained with 1 µgml-1 of DAPI and the stained walls were mounted with Fluorsave (Calbiochem). Images were captured and analyzed with an Olympus FV10i confocal microscope (Olympus). For β-galactosidase staining brain samples were fixed with 4% PFA in 0.1 M PBS pH 7.4, 2 mM MgSO_4_ and 5 mM EGTA for 30 minutes at 4 °C and processed for vibratome sectioning. Sections were incubated in PBS with 2 mM MgCl_2_, 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_, 0.01% sodium deoxycholate, and 0.02% NP-40 and 1 mg ml^−1^ X-Gal for 24 h at 37 °C and washed several times in PBS.

### Neurosphere cultures and knockdown experiments

Adult 2- to 4-months-old mice were killed by cervical dislocation. To initiate each independent culture, the brains of two different animals were dissected out and the regions containing the SVZ were isolated from each hemisphere and washed in Earle’s balanced salt solution (EBSS; Gibco). Tissues were transferred to EBSS containing 1.0 mg ml^−1^ papain (Worthington DBA), 0.2 mg ml^−1^ L-cystein (Sigma), 0.2 mg ml^−1^ EDTA (Sigma), and incubated for 20 min at 37 °C. Tissue was then rinsed in EBSS, transferred to Dulbecco’s modified Eagle’s medium (DMEM)/F12 medium (1:1 v/v; Life Technologies) and carefully triturated with a fire-polished Pasteur pipette to a single-cell suspension. Isolated cells were collected by centrifugation, resuspended in DMEM/F12 medium containing 2 mM L-glutamine, 0.6% glucose, 9.6 g/ml putrescine, 6.3 ng/ml progesterone, 5.2 ng ml^−1^ sodium selenite, 0.025 mg/ml insulin, 0.1 mg ml^−1^ transferrin, 2 µg ml^−1^ heparin (sodium salt, grade II; Sigma), and supplemented with 20 ng ml^−1^ epidermal growth factor (EGF; Invitrogen) and 10 ng ml^−1^ fibroblast growth factor (FGF; Sigma)^45,48^. For self-renewal assays, neurospheres were treated with Accutase (0.5 mM; Sigma) for 10 min, mechanically dissociated to a single-cell suspension and replated at low density (2.5 cells/µl) in growth medium (Fig. 3a). Neurospheres were allowed to develop for 6 days in a 95% air-5% CO_2_ humidified atmosphere at 37 °C. For culture expansion, cells were plated at a relatively high density (10 cell/μl) and maintained for several passages. For cell growth assessment, a fraction of the culture at any given passage point, consisting in 250,000 viable cells, was plated and the number of cells generated was determined at the time of the next passage. To generate the accumulated cell growth curves, the ratio of cell production at each subculturing step was multiplied by the number of cells at the previous point of the curve. This procedure was repeated for each passage. For bulk differentiation assays on secondary neurospheres, 80.000 cell/cm^2^ were seeded in Matrigel-coated coverslips and incubated 2 days in neurosphere culture medium without EGF. Medium was then changed with fresh medium without FGF but supplemented with 2% fetal bovine serum (FBS) for 5 more days (Supplementary Figure 4a). When indicated, neurosphere cultures were treated with BMP2 (R&D Systems; 20 ng/ml) or Noggin (R&D Systems; 100 ng/ml) at the time of plating. Cultures were fixed for staining at 2, 3, and 7 days of differentiation (DIV) with 4% PFA 0.1 M PBS for 15 min and performed immunocytochemistry as described^48^. Primary and secondary antibodies and dilutions used are listed in Supplementary Table 2 and Supplementary Table 3, respectively. DAPI (1 µg/ml) was used to counterstain DNA. For cell cycle analysis 1 × 1 0^6^ dissociated cells were stained using the BD Cycletest^TM^ Plus DNA kit in accordance with the manufacture’s protocol. Cell cycle phases were assessed in a FACS Verse flow cytometer (BD) and analyzed with FlowJo® software. Lentivirus containing a *Snrpn*-specific shRNA (TRC Clone number 0000109285, Sigma) or a non-target control (Mission SHC002, Sigma) plasmids were generated in HEK293T packing cells. Neurospheres freshly disaggregated were transduced with lentiviral particles for 6 h. Lentivirus supernatant was removed and cells allow growing for experiments.

### Luciferase reporter assays

For luciferase assays, we electroporated 2–2.5 × 10^6^ freshly disaggregated *Tet3-Gfap*^*control*^ and *Tet3-Gfap*^*cre*^ NSCs using the Amaxa NSC Nucleofector Kit, following the instructions provided by the manufacturer, with 2 μg of the BRE-tk reporter construct driving the expression of the firefly luciferase and Renilla luciferase plasmid in a 1:20 ratio. We lysed cells after 48 h and obtained cell extracts using the Dual Luciferase Reporter kit (Promega), measured luciferase activity using a VICTOR3 reader and calculated the ratio of firefly to Renilla luciferase.

### Expression studies

RNAs were extracted with RNAeasy mini kit (Qiagen) including DNase treatment, following the manufacturer’s guidelines. For quantitative PCR, 1 μg of total RNA was reverse transcribed using random primers and RevertAid H Minus First Strand cDNA Synthesis kit (Thermo Scientific), following standard procedures. Thermocycling was performed in a final volume of 10 μl, containing 1 μl of cDNA sample and the reverse transcribed RNA was amplified by PCR with appropriate Taqman probes (Supplementary Table 4). Quantitative PCR was used to measure gene expression levels normalized to *Gapdh*, the expression of which did not differ between the groups. qPCR reactions were performed in a Step One Plus cycler with Taqman Fast Advanced Master Mix (Applied Biosystems). SYBR green thermocycling was also performed in a final volume of 12 μl, containing 1 μl of cDNA sample, 0.2 µM of each primer (Supplementary Table 1), and SYBR® Premix ExTaq^TM^ (Takara) according to the manufacture instructions. A standard curve made up of doubling dilutions of pooled cDNA from the samples being assessed was run on each plate, and quantification was performed relative to the standard curve.

### RNAseq

Library preparation and high-throughput sequencing were performed by the Central Service for Experimental Research (SCSIE) at the University of Valencia. RNA-seq libraries were generated from triplicated samples per condition using the Illumina TruSeq stranded mRNA Sample Preparation Kit v2 following the manufacturer’s protocol. The RNA-seq libraries were sequenced using Illumina NextSeq 500. Analysis of the RNAseq data was performed by EpiDisease S.L. The sequences were aligned to the mouse genome reference (GRCm38.p5) taken from Ensembl using the Subread package in Linux. The expression of every gene per sample was measured using a gtf annotation file (GRCm38.87) taken from Ensembl and the R package Rsubread. Data have been deposited in Gene Expression Omnibus (GEO) with the series entry is GSE127815 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE127815).

### DNA methylation and pyrosequencing

DNA methylation level was quantified using bisulfite conversion and pyrosequencing. The DNA was bisulfited-converted using EZ DNA Methylation-Gold^TM^ kit (Zymo research) in accordance with the manufacture’s protocol. Specifically for *Snrpn*, bisulfite-converted DNA was amplified by PCR with specific primer pairs: *Snrpn-*DMR-F and *Snrpn*-DMR-R (Supplementary Table 1). PCRs were carried out in 20 µl, with 2U HotStar Taq polymerase (Qiagen), PCR Buffer 10×(Quiagen), 0.2 mM dNTPs, and 400 mM primers. PCR conditions were: 96 °C for 5 min, followed by 39 cycles of 94 °C for 30 s, 54 °C for 30 s, and 72 °C for 1 min. For pyrosequencing analysis, a biotin-labeled primer was used to purify the final PCR product using sepharose beads. The PCR product was bound to Streptavidin Sepharose High Performance (GE Healthcare), purified, washed with 70% ethanol, denatured with 0.2 N NaOH and washed again with 10 mM Tris-acetate. Pyrosequencing primer (400 mM) was then annealed to the purified single-stranded PCR product and pyrosequencing was performed using the PyroMark Q96MD pyrosequencing system (Qiagen) using PyroMark® reactives (Qiagen).

### Immunoblotting and ELISA

Cells were lysed in cold RIPA buffer. Total protein concentration was determined using the BCA system (Pierce). Equal amounts (30 mg) of protein were loaded on polyacrylamide gels for SDS–polyacrylamide gel electrophoresis. Proteins were transferred to polyvinylidene difluoride (PVDF) membranes and immunoblots were carried out using primary antibodies (Supplementary Table 2) followed by incubation with appropriate secondary horseradish peroxidase-conjugated antibodies (Supplementary Table 3) and chemoluminiscent detection (Western Lightning, PerkinElmer). All antibodies were diluted in PBS containing 5% semi-skimmed milk and 0.1% Tween-20. Proteins were revealed using Lightning® Plus ECL (Perkin Elmer) and the bands were analyzed by densitometry using ImageJ (NIH) software. Uncropped scan of the WB gel is shown in Supplementary Figure 11a. For global determinations of 5mC and 5hmC contents, enzyme-linked immunosorbent assay (ELISA) was used. Double strand DNA was denatured at 98 °C during 10 min. DNA solutions were immobilized onto a 96-well plastic plate with Reacti-Bind DNA Coating Solution (Thermo Scientific) and incubated overnight at room temperature. Sample solutions were removed and plates were washed three times with washing buffer (0.1 M PBS containing 0.1% Tween-20) and blocked with blocking buffer (0.1 M PBS containing 5% skimmed milk and 0.1% Tween-20) at room temperature for 1 h. After washing three times with the washing buffer, primary antibodies for 5hmC or 5mC (Supplementary Table 2) were added and incubated at room temperature for 2 h. After three more washes, secondary antibodies (HRP-conjugated goat anti-rabbit IgG for 5hmC or anti-mouse for 5mC, 1:2000 each, DAKO) were added and incubated at room temperature for 1 h. After three washes, One-Step Ultra TMB-ELISA (Thermo Scientific) was added to the plate to develop chemiluminescent signals, and incubated at room temperature for 30 min or until the desired color appeared. Immediately, 2 M sulfuric acid solution was added to the plate and the absorbance was measured at 450 nm using the 1420 Multilabel Counter VICTOR^3^ (Perkin Elmer). The amounts of hydroxymethylated and methylated DNA were obtained by comparison to a standard curve of hydroxymethylated and methylated DNA standards (5-hmC, 5-mC, & cytosine DNA standard pack; Diagenode), respectively. The amount of total DNA examined was previously measured by the Quant-iT PicoGreen dsDNA Reagent and Kits (Invitrogen) according to the manufacturer’s protocol. The percentage of 5hmC and 5mC was calculated by dividing the amount of hydroxymethylated and methylated DNA by that of total DNA, respectively.

### ChIP and 5hmeDIP

For ChIP five 100 cm dishes with wild-type NSCs isolated from the adult SVZ were cross-linked and chromatin isolated. Chromatin was sheared to an average size of 200–500 bp using a Bioruptor sonicator (Diagenode, UCD-200). Chromatin was pre-cleared with 10 µg of non-immune rabbit IgG (Santa Cruz, cat. no. sc-2027) and 20 µl of protein G magnetic beads (Dynabeads®, cat. no. 10003D) for 3 h at 4 °C with rotation. A volume of 10 μg of TET3 antibody (Supplementary Table 2) or rabbit IgG were added and incubated overnight at 4 °C on a rotation wheel. Chromatin was precipitated with 10 µl protein G beads for 3 h at 4 °C. An alicuot of chromatin before the immunoprecipitation was used a input. Beads were then washed followed by crosslink reversal and protein digestion. Finally, DNA was purified using MiniElute PCR purification kit (Qiagen) following manufacturer’s instructions. To analyze the TET3 interaction with the *Snrpn* promoter, ChIP enriched DNA was analyzed by qPCR using SYBR green primers (Supplementary Table 1). Pull-downs using non-immune rabbit IgG were used as control for non-specific enrichments. The comparative Ct method was used to calculate fold enrichment levels normalizing to input DNA and non-specific IgG. Uncropped scans of the PCR electrophoresis are shown in Supplementary Figure 11b.

To study TET3 binding to the paternal or maternal alleles a ChIP for TET3 was performed in NSCs derived from adult F1 mice hybrids offspring from *Mus musculus domesticus* (C57BL6/J) females and *Mus musculus castaneus* (CAST/EiJ) males (BxC hybrids NSCs), in which we identified two SNPs between the two subspecies at the *Snrpn* promoter (Supplementary Figure 8d). SNP1 was a “C” nucleotide in BL6 and an “A” nucleotide in Cast mice. SNP2 was a “G” nucleotide in BL6 and an “A” nucleotide in Cast mice. Genomic DNA sequences were obtained after PCR with primers within Region 2 at the *Snrpn* DMR (Supplementary Table 1).

To enrich DNA samples in 5hmC modification, an immunoprecipitation for 5hmC was done using 5 µg of sonicated DNA at 150–200 bp. DNA was denatured at 98 °C for 10 min and immediately cooled on ice for 10 min. Milk buffer (5% skimmed milk powder, 2 M NaCl) and 10×-IP buffer (100 mM Na-Phosphate pH 7.0, 0.5% TritonX-100) were added. DNAs were incubated with 0.5 µl of 5hmC primary antibody (Supplementary Table 2) for 2 h. In parallel, specific DNAbeads® Protein-G (Thermo Fisher) were washed with 0.1 M PBS containing 1 mg ml^−1^ BSA for 2 h. Beads were then collected with a magnet, added to the DNAs and incubated overnight at 4 °C with rotation. The day after, beads were collected using a magnet and the supernatant was kept (Unbound fraction, UB). Beads were washed several times with 1x IP buffer (10 mM Na-Phosphate pH 7.0, 0.05% TritonX-100, 1 M NaCl) and both fractions were treated with 35 µg of Proteinase K (Roche) at 55 °C for 30 min. Finally, samples were purified using MiniElute PCR purification kit (Qiagen) following the manufacturer´s instructions. To calculate 5hmC enrichment at the Snrpn-DMR, qPCR was done with specific primers (Supplementary Table 1). A standard curve made up of doubling dilutions of pooled aliquots from unbound fractions was run on each plate. Fold enrichment between bound and unbound fractions was calculated estimating relative concentration with the standard curve. To ensure the specificity of 5mC and 5hmC antibodies, genomic DNAs were spiked with 0.3 ng of synthetic *Arabidopsis sp*. (Diagenode) sequence containing either 5-C or 5hmC and subjected to immunoprecipitation. No cross-binding was detected (Supplementary Figure 8c).

### Cloning of *Tet3* variants and NSCs line construction

*Tet3* was cloned from cDNA from embryoid bodies and recombined into pDONR221 (Invitrogen). Mutations abolishing catalytic activity (HKD catalytic triad to YKA)^24,25^ were introduced using the QuikChange II mutagenesis system (Agilent) using primers Tet3-mut-F (5′-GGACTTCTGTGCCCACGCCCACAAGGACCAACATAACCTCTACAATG-3′) and Tet3-mut-R (5′-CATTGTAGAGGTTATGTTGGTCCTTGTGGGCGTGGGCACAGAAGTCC-3′). Variants were cloned into PB-DST-BSD (kind gift from Jose Silva) via Gateway cloning (Invitrogen) and are expressed constitutively from a CAG promoter. Adult NSCs lines harboring *Tet3* variants were generated by nucleofection of 2–2.5 × 10^6^ freshly disaggregated NSCs with 3 μg of pIG-*Tet3* or pIG-Tet3CDmut plasmids using the Amaxa NSC Nucleofector Kit (Lonza, following the instructions provided by the manufacturer), plasmid integration via the piggyBAC system and selection with blasticidin (10 μg/ml). Control NSCs lines carrying a shSCRAMBLE were equally selected.

### Statistical analysis

All statistical tests were performed using the SPSS software, version 24.0.0 for windows, and licended by the University of Valencia. The significance of the differences between groups was evaluated in all using the unpaired two-tailed Student’s *t*-test or one-way ANOVA with Tukey post-hoc test when appropriate. Treatment experiments were analyzed by paired *t*-test. When comparisons were performed with relative values (normalized values and percentages), data were normalized by using an arc-sen transformation. Values of *P* < 0.05 were considered statistically significant. Data are presented as the mean ± standard error of the mean (s.e.m.) and the number of experiments performed with independent cultures or animals (n) and *P*-values are indicated in the figures. Box and whisker plots show the mean (+), median (horizontal line in box), and maximum and minimum values.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Source Data

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. Source data for figures 1a; 2a, b, e, f, g, h; 3b, d, e, f, g, I; 4a–d, 4f–i, 5a–c, 6a, c, d, f, h; S2d, e, f, h; S3a, c, d; S4b–e; S6a, c–e, g; S7d; S8b, c and S9-c are provided with the paper. Data that support the findings of this study have been deposited in Gene Expression Omnibus (GEO) with the accession number GSE127815.

# Supplementary material for: TET3 prevents terminal differentiation of adult NSCs by a non-catalytic action at Snrpn
**Source:** Nat Commun. 2019 Apr 12;10:1726. doi: 10.1038/s41467-019-09665-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

**TET3 prevents terminal differentiation of adult NSCs by a non-catalytic action
at *Snrpn***

Montalbán-Loro et al.,

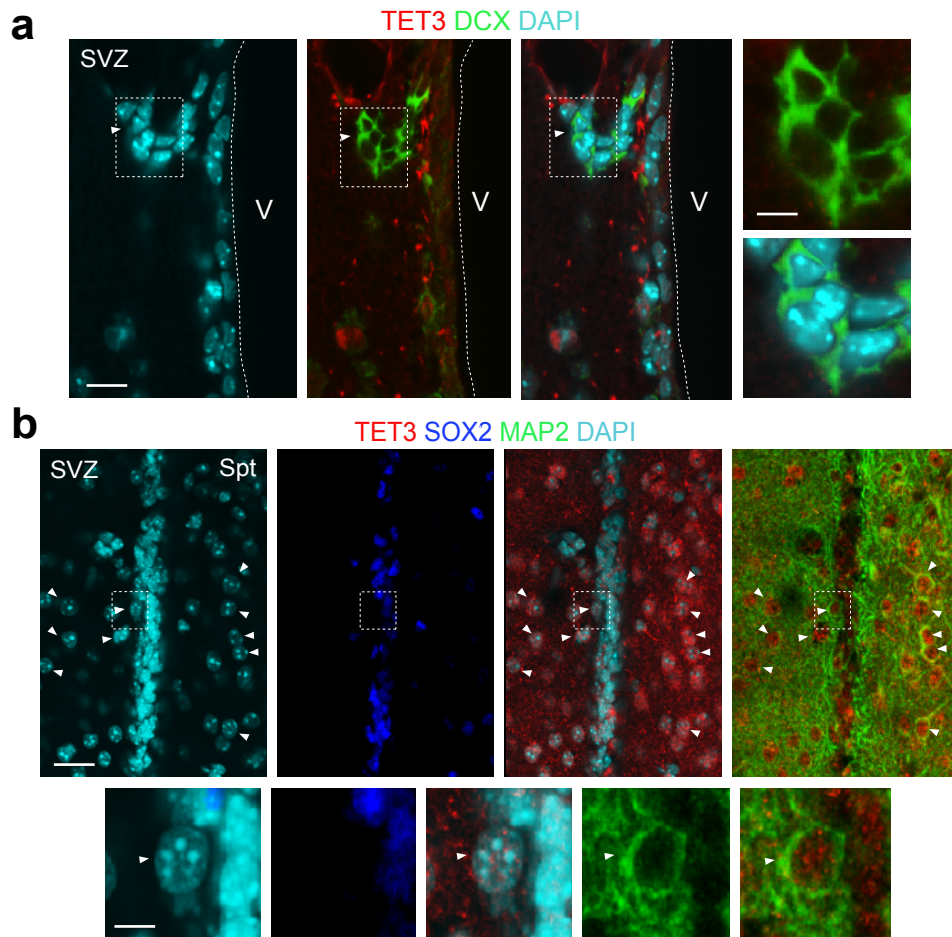

Supplementary Figure 1. TET3 is present in mature neurons but not in the neuroblast population. (a) Immunohistochemistry images for TET3 (red) and DCX (green) in the SVZ of adult wild-type mice. Dark arrowheads indicate DCX+ neuroblast cells. **(b)** Immunohistochemistry for TET3 (red), SOX2 (blue) and MAP2 (green) in the SVZ of adult wild-type mice. Dark arrowheads indicate MAP2+ neurons. High magnification images are shown. V: lateral ventricle lumen. DAPI was used to counterstain DNA. Scale bar in a and b: 20 μ m (inserts, 8 μ m).

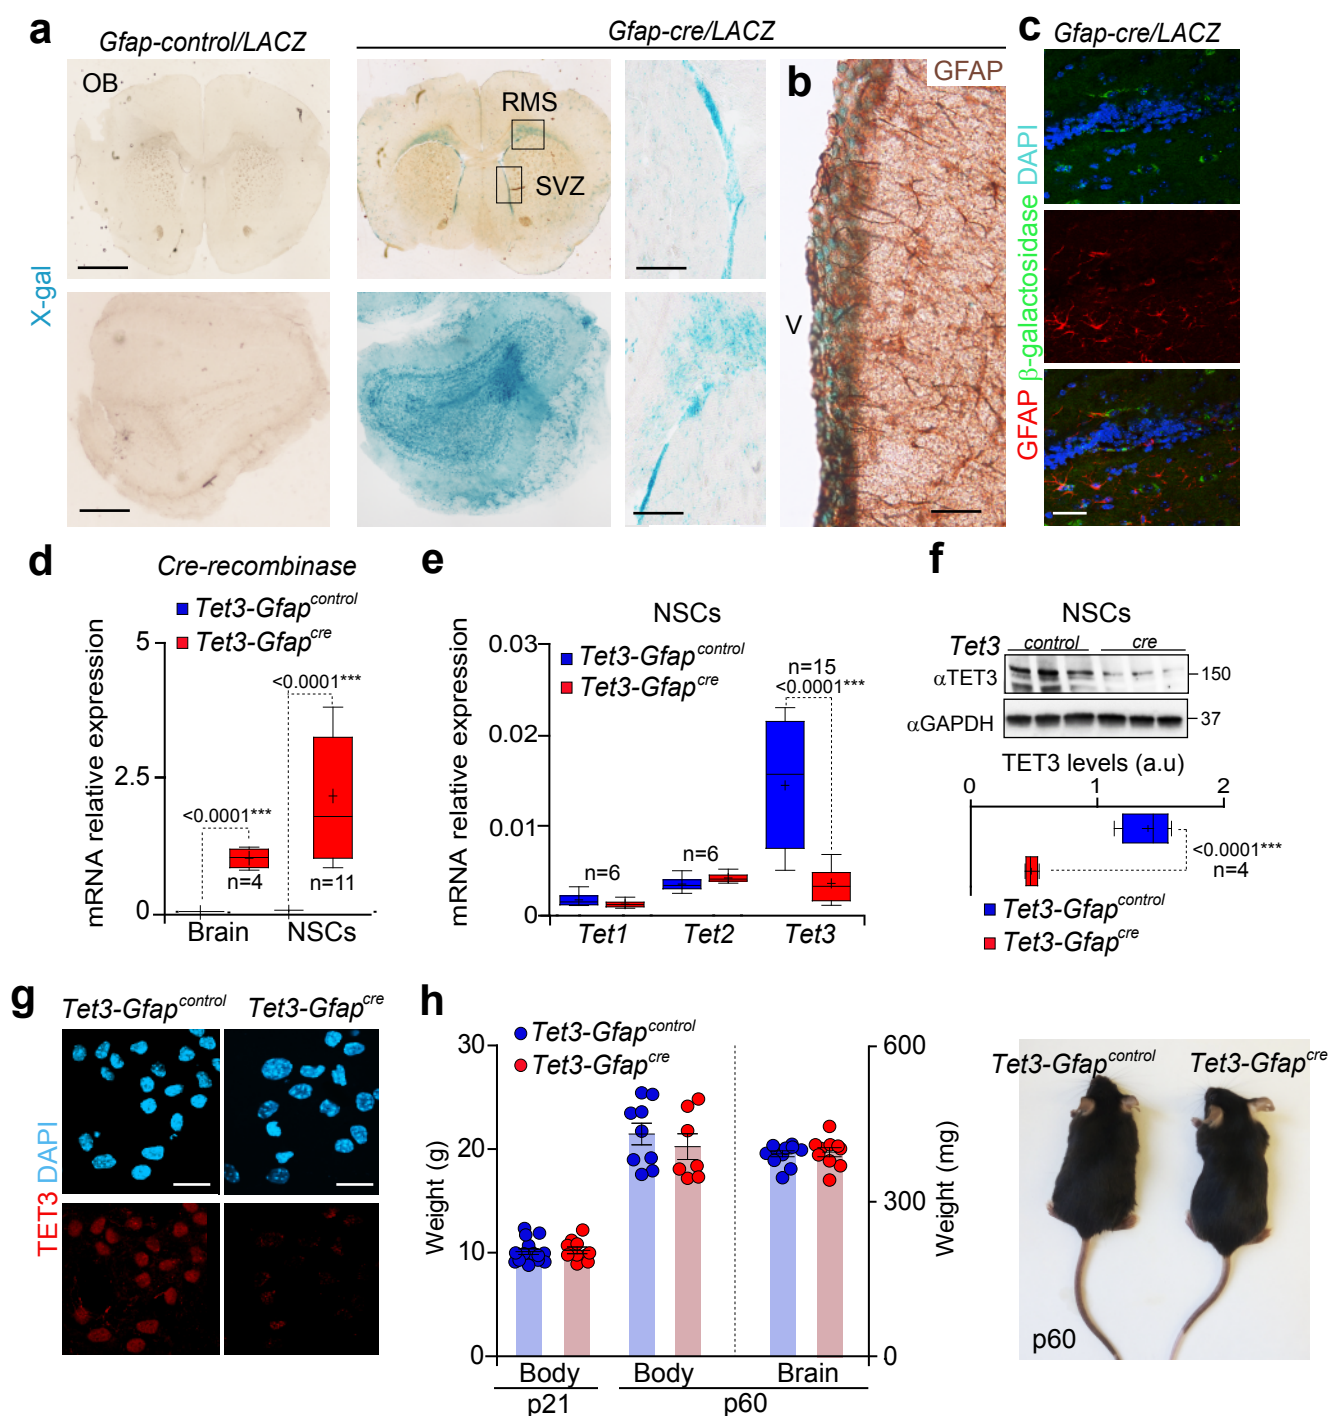

Supplementary Figure 2. Conditional deletion of *Tet3* occurs specifically in the GFAP+ population.

(a) β -galactosidase staining (blue) in the SVZ, olfactory bulb (OB) and rostral migratory stream (RMS) of *Gfap-cre/LacZ* mice. *Gfap-control/LacZ* samples with no cre-recombinase were used as controls for the staining. (b) β -galactosidase staining (blue) and immunohistochemistry for GFAP in the SVZ of *Gfap-cre/LacZ* mice. (c) Immunohistochemistry images for β -galactosidase (green) and GFAP (red) in the SVZ of *Gfap-cre/LacZ* mice. (d) Quantitative PCR (qPCR) for *Cre-recombinase* in the brain and NSCs of *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* mice. (e) qPCR for *Tet1*, *Tet2* and *Tet3* in *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* NSCs. (f) Western-blot (WB) for TET3 in *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* neurosphere cultures growing in proliferating conditions (upper panel). Quantification of TET3 protein levels by WB (lower panel). (g) Immunocytochemistry for TET3 (red) in proliferating neurospheres isolated from *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* SVZ. DNA was counterstained with DAPI. (h) Body and brain weights in postnatal day (p) 21 and 60 mice from the two genotypes (left panel). Images of *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* mice (right panel). V: lateral ventricle. Data are expressed relative to *Gapdh*. All error bars show s.e.m. P-values and number of samples are indicated. Scale bar in a, 1 mm (inserts in a, 100 μ m); in b and c, 20 μ m; in g, 10 μ m.

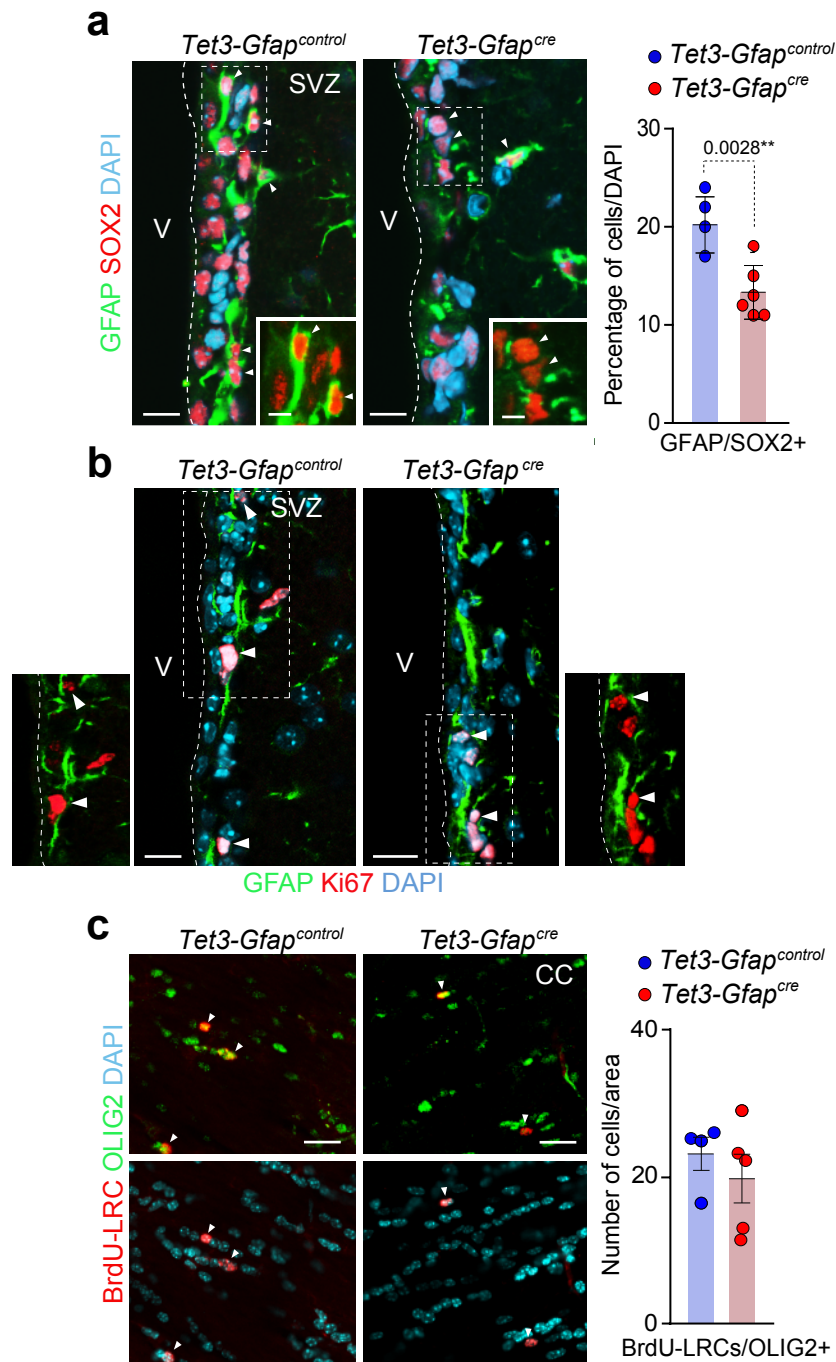

Supplementary Figure 3. *Tet3* deficient SVZ shows a reduction in the GFAP/SOX2⁺ population. (a) Immunohistochemistry images for the astrocyte marker GFAP (green) and the stem cell marker SOX2 (red) in the SVZ of *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* mice (left panels). Percentage of GFAP/SOX2⁺ cells in the SVZ of *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* mice (right panel). (b) Immunohistochemistry images for the proliferation marker ki67 (red) and GFAP (green) in the SVZ of *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* mice. Dark arrowheads indicate GFAP/Ki67⁺ astrocyte cells. (c) Immunohistochemistry images for BrdU-LRC (red) and the oligodendrocyte marker OLIG2 (green) in the *corpus callosum* (CC) of *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* mice. DAPI was used to counterstain DNA. Error bars show s.e.m. P-values and number of samples are indicated. V: ventricle lumen. Scale bar in a and b, 20 μ m; in c, 30 μ m.

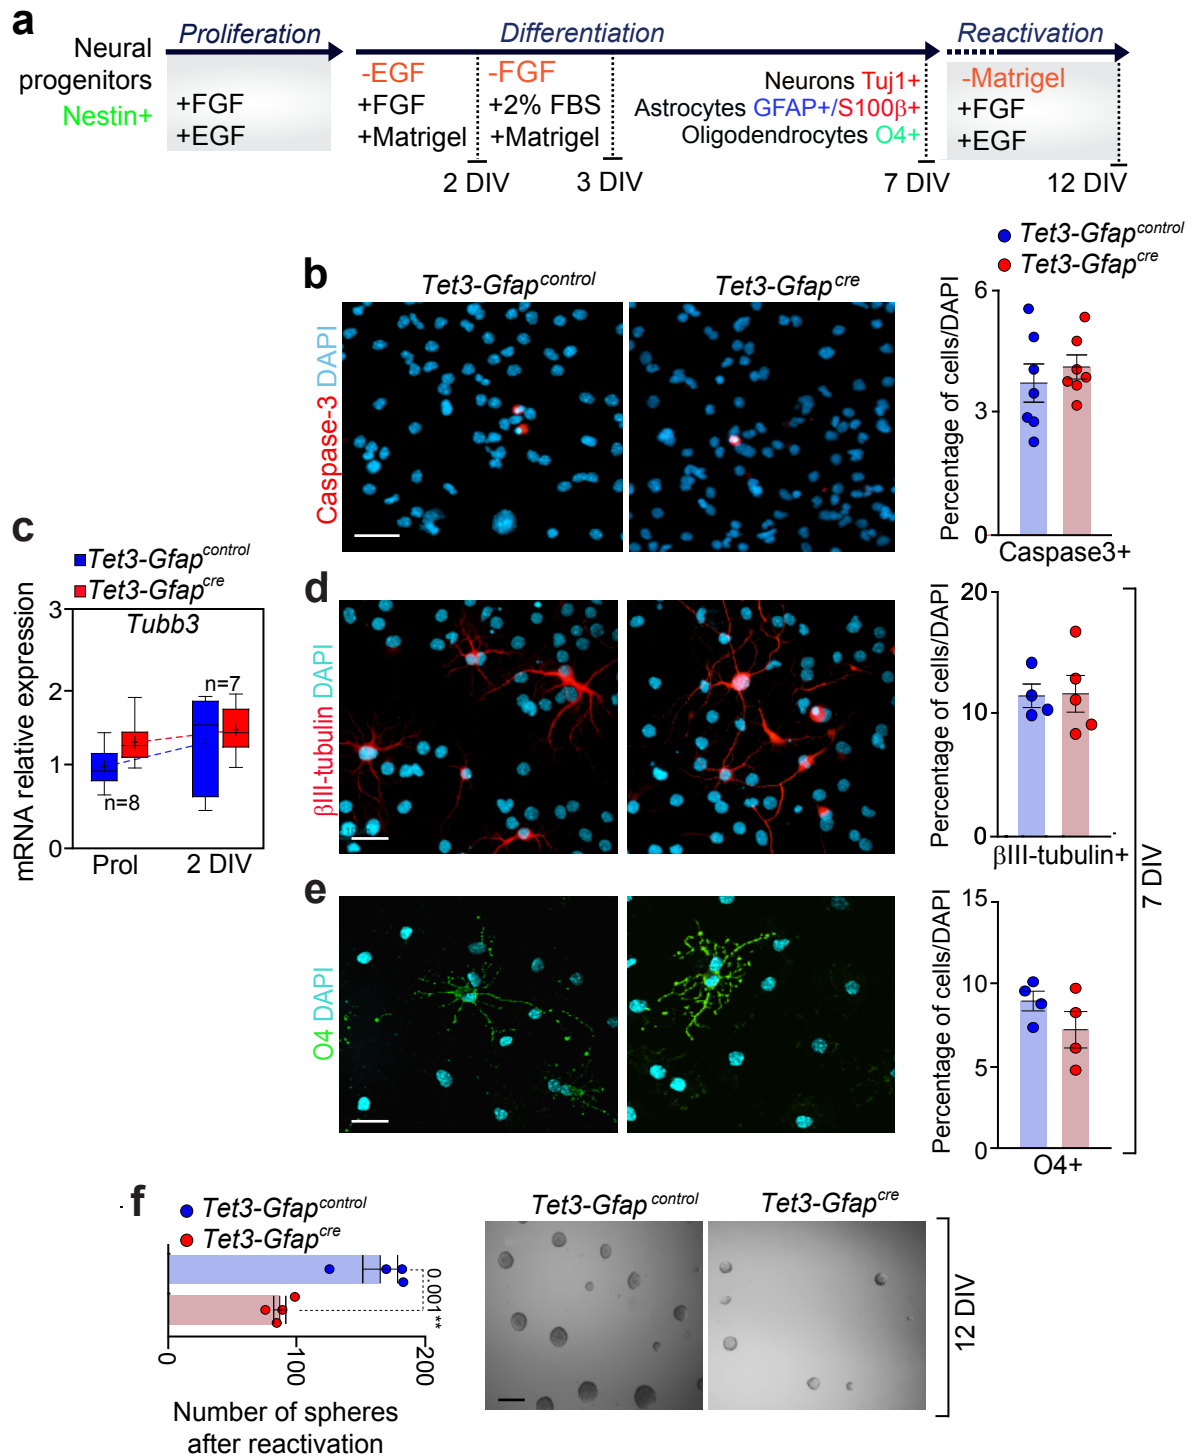

Supplementary Figure 4. Differentiated *Tet3-Gfap^{cre}* NSCs form less neurospheres after reactivation.

(a) Schematic representation of the differentiation protocol. To induce differentiation, EGF was removed and cells were plated in matrigel for attachment. Two days after (2 DIV), FGF was removed and 10% FBS was added to the growth medium. Seven days after (7 DIV) cells were fixed for immunostaining. For the reactivation assay, cultures were trypsinized and cultured again in the presence of EGF and FGF and in the absence of matrigel. (b) Immunocytochemistry images for the activated Caspase-3 (red) in *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* cultures (left panels). Percentage of Caspase-3+ cells in *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* cultures (right panel). (c) qPCR for the neuronal marker *Tubb3* in *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* NSCs in proliferation conditions and after 2 DIV of differentiation. Data are expressed relative to *Gapdh*. (d) Immunocytochemistry images for βIII-tubulin+ neurons in *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* NSCs after 7 DIV of differentiation (left panels). Percentage of cells that are positive for βIII-tubulin in the two genotypes (right panel). (e) Immunocytochemistry images for O4+ oligodendrocytes in *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* NSCs after 7 DIV of differentiation (left panels). Percentage of cells that are O4+ in the two genotypes (right panel). (f) Number of neurospheres formed after detaching and replating differentiated NSCs in proliferation conditions (left panel). Representative images of neurospheres formed from both genotypes after reactivation (right panels). DAPI was used to counterstain DNA. All error bars show s.e.m. P-values and number of samples are indicated. Scale bars in b, d and e, 40 μm; in f, 100 μm.

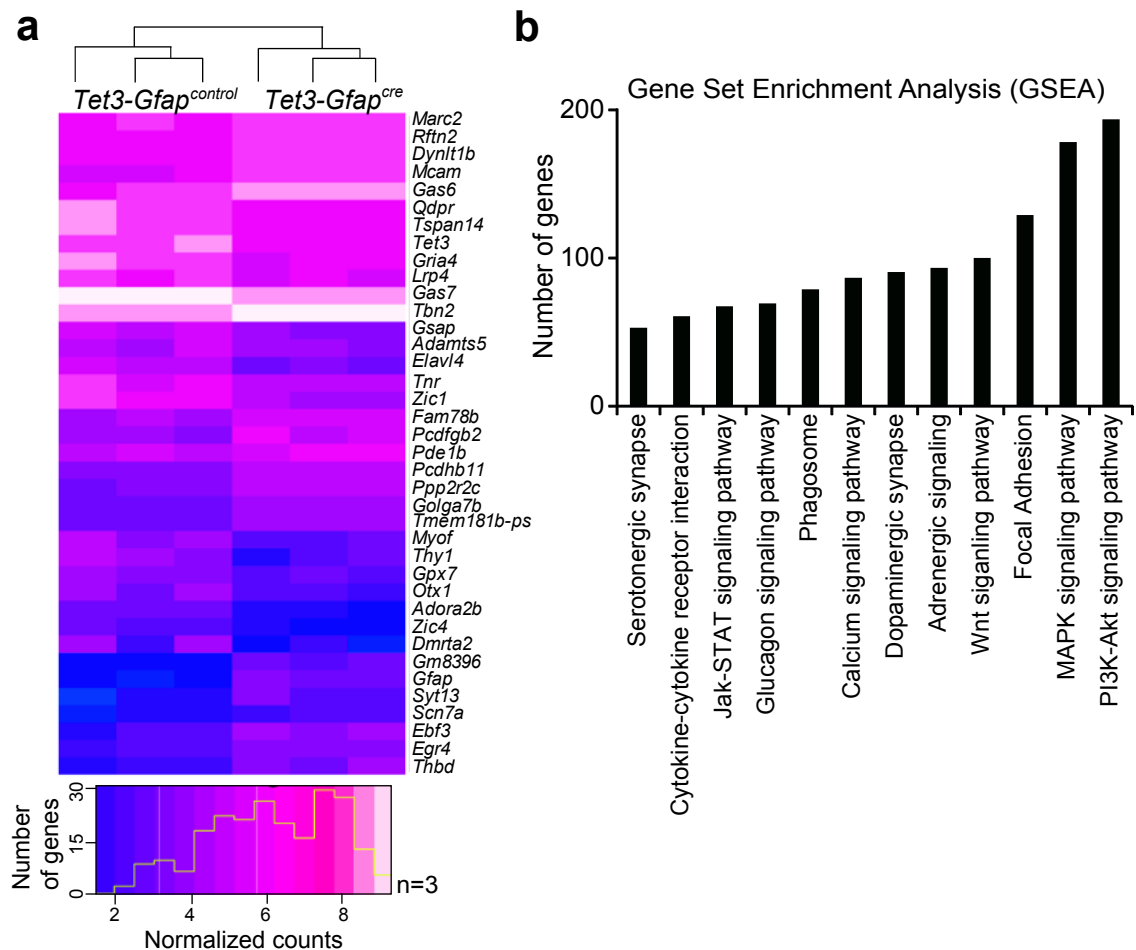

Supplementary Figure 5. RNAseq data show that depletion of *Tet3* causes significant changes in gene expression. (a) Hierarchical clustering and heatmap of RNAseq data showing expression of the top 20% of variable genes (FDR<1e-4) in *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* NSCs. Different colours represent the normalized read counts value for each sample. Yellow line in the colour legend indicates the number of genes for each value. (b) Gene Set Enrichment Analysis (GSEA) based on RNAseq data that shows statistically significant changes in sets of genes related to different pathways. Three samples of each genotype were used for the RNAseq analysis.

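Over the 500 most variable genes, the library labelled cre 3 lay closest to the one labelled control 2, at a Euclidean distance of 28.8 on the log2 scale. The libraries labelled cre 1 and cre 2 lay 35.0 apart, and those labelled control 1 and control 2 lay 32.9 apart. The library labelled control 3 was the farthest from control 1, at 53.7, and lay nearest to cre 3, at 37.3. Genotypes by the labels were on average 1.13 farther apart between than within groups, the fourth highest of the 10 splits (exact permutation test, one-sided, p = 0.4, where 0.1 is the smallest p these libraries allow). The highest value was 4.47, in the grouping of the paper's tables. With 2000 genes the value by the labels was 1.36 and the highest 4.76. The first principal component held 40.9% of the variance and ran from control 1 (-29.6) and control 2 (-10.3) to cre 2 (6.88), cre 1 (12.1) and control 3 (21.1), with the library labelled cre 3 near the centre (-0.125).

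**Figure D3:**
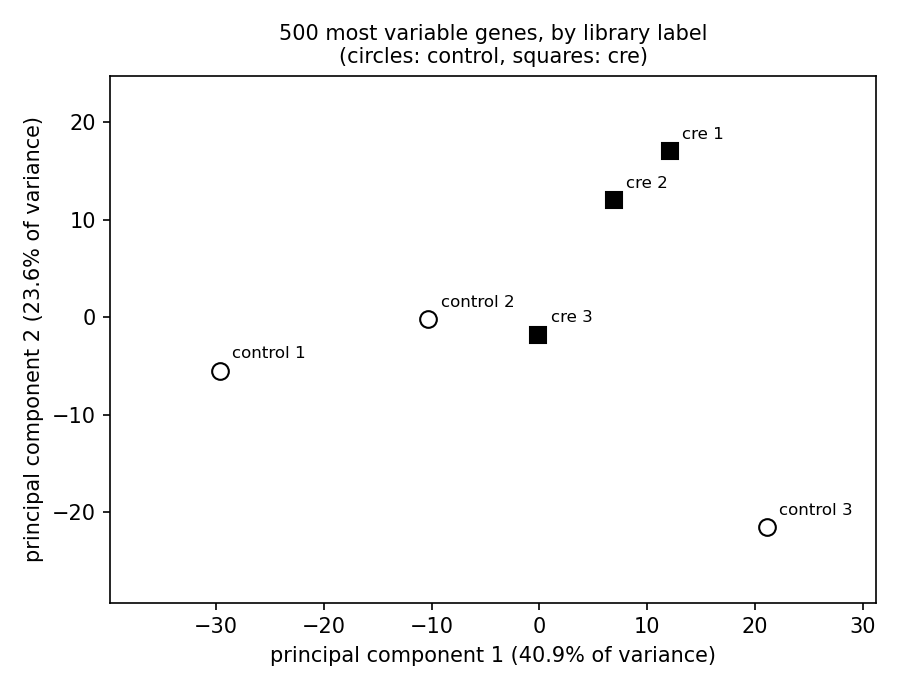
Principal component 1 (horizontal axis, 40.9% of the variance) and component 2 (vertical axis, 23.6%) of log2 CPM for the 500 most variable genes, with 1 point per library, circles for control and squares for cre labels. The library labelled cre 3 lies near the centre, and the library labelled control 3 lies at the far right.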

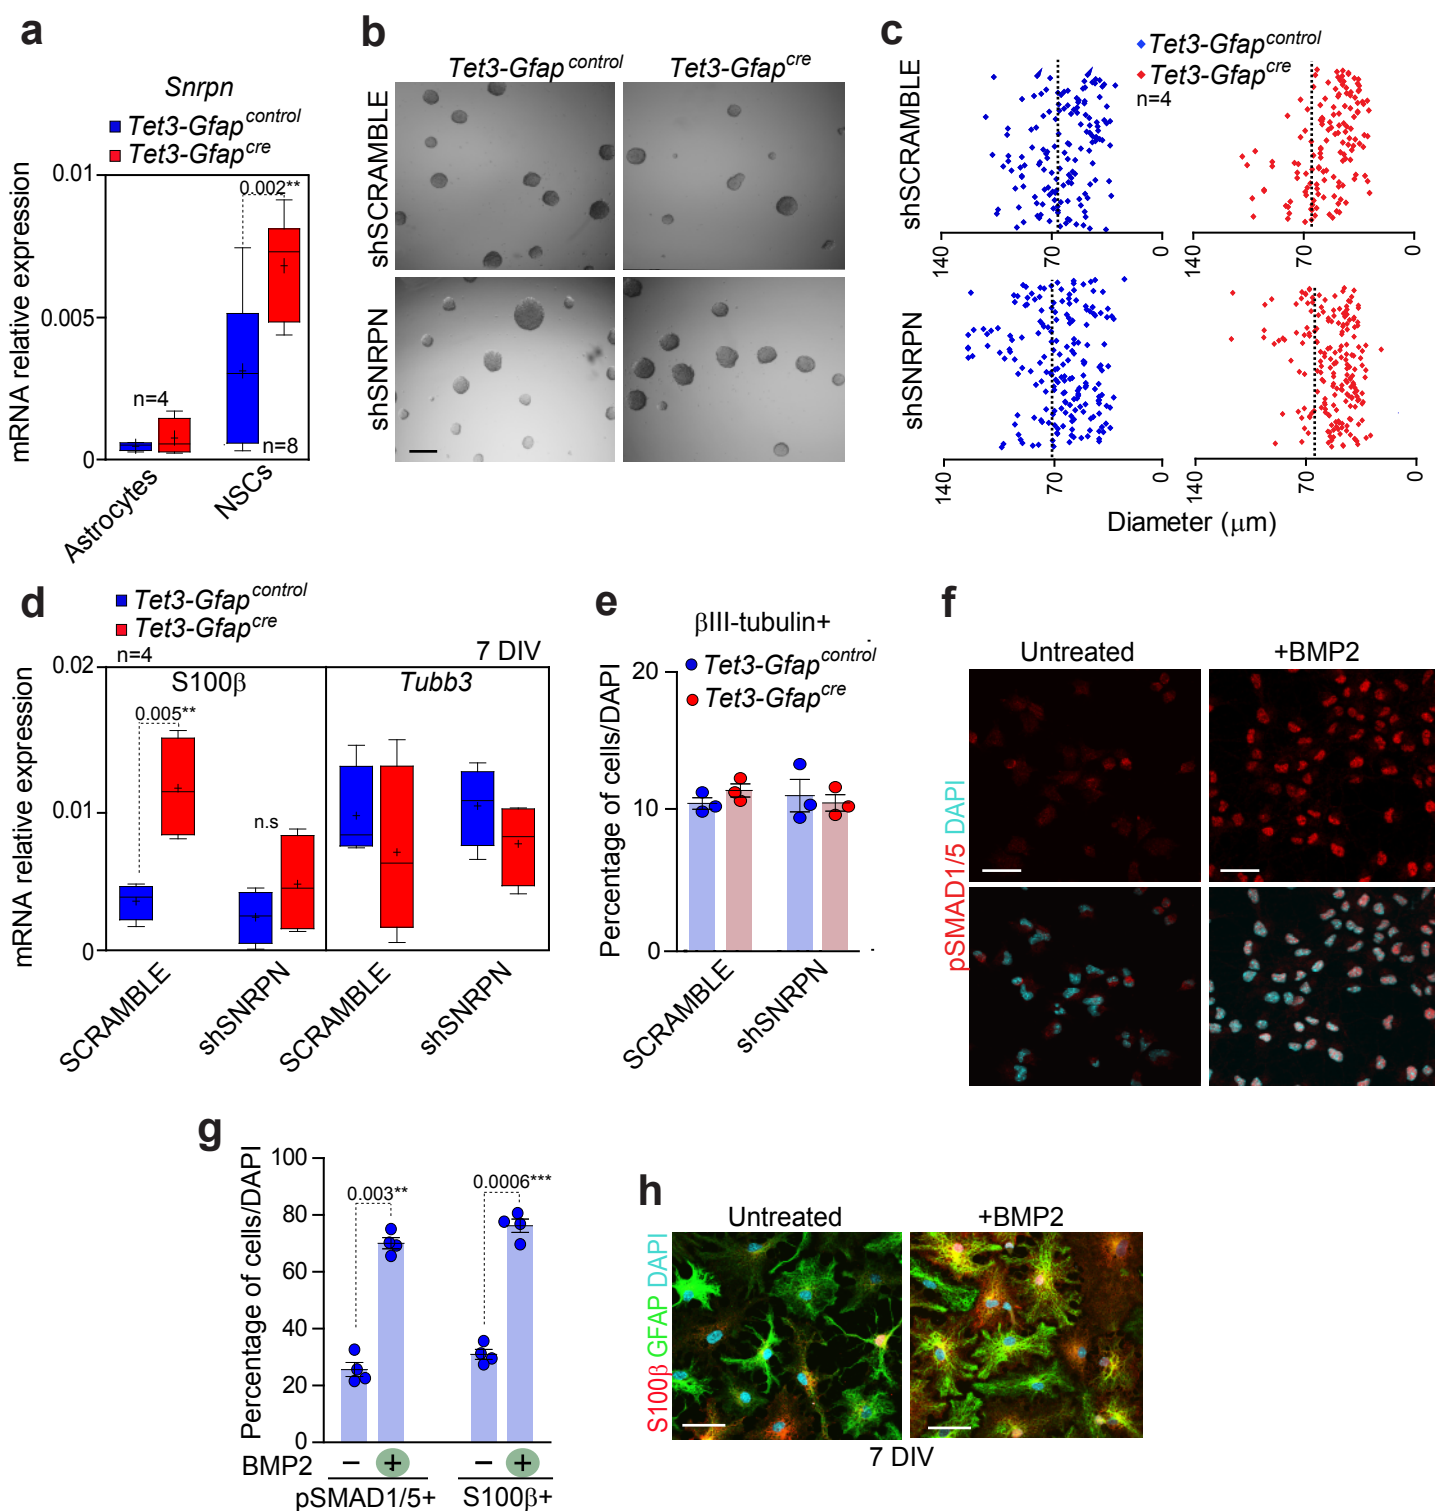

Supplementary Figure 6. Interference of *Snrpn* expression rescues self-renewal and differentiation defects in *Tet3-Gfap^{cre}* NSCs. (a) qPCR for *Tet3* in primary astrocytes and NSCs isolated from *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* adult SVZ. Overexpression of *Snrpn* was seen in NSCs but not in astrocytes derived from *Tet3* deficient SVZ. (b) Phase contrast images of neurospheres obtained after shRNA for SNRPN in *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* NSCs. shSCRAMBLE was used as a control of gene interference. (c) Diameter of secondary spheres in shSCRAMBLE and shSNRPN conditions for both genotypes. Dashed lines represent the mean diameter for each condition. (d) qPCR for *S100β* and *Tubb3* in shSCRAMBLE and shSNRPN conditions in *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* NSCs after 7 DIV of differentiation. (e) Percentage of positive cells for βIII-tubulin after 7 DIV of differentiation in shSCRAMBLE and shSNRPN conditions in both genotypes. (f) Immunocytochemistry images for pSMAD1/5 in wild-type NSCs treated or not with BMP2. (g) Percentage of positive cells for pSMAD1/5 and S100β after 7 DIV of differentiation in wild-type NSCs treated or not with BMP2. (h) Immunocytochemistry images for S100β (red) and GFAP (green) in wild-type NSCs treated or not with BMP2. Data are expressed relative to *Gapdh*. DNA was counterstained with DAPI. All error bars show s.e.m. P-values and number of samples are indicated. Scale bar in b, 100 μm; in f and h, 30 μm.

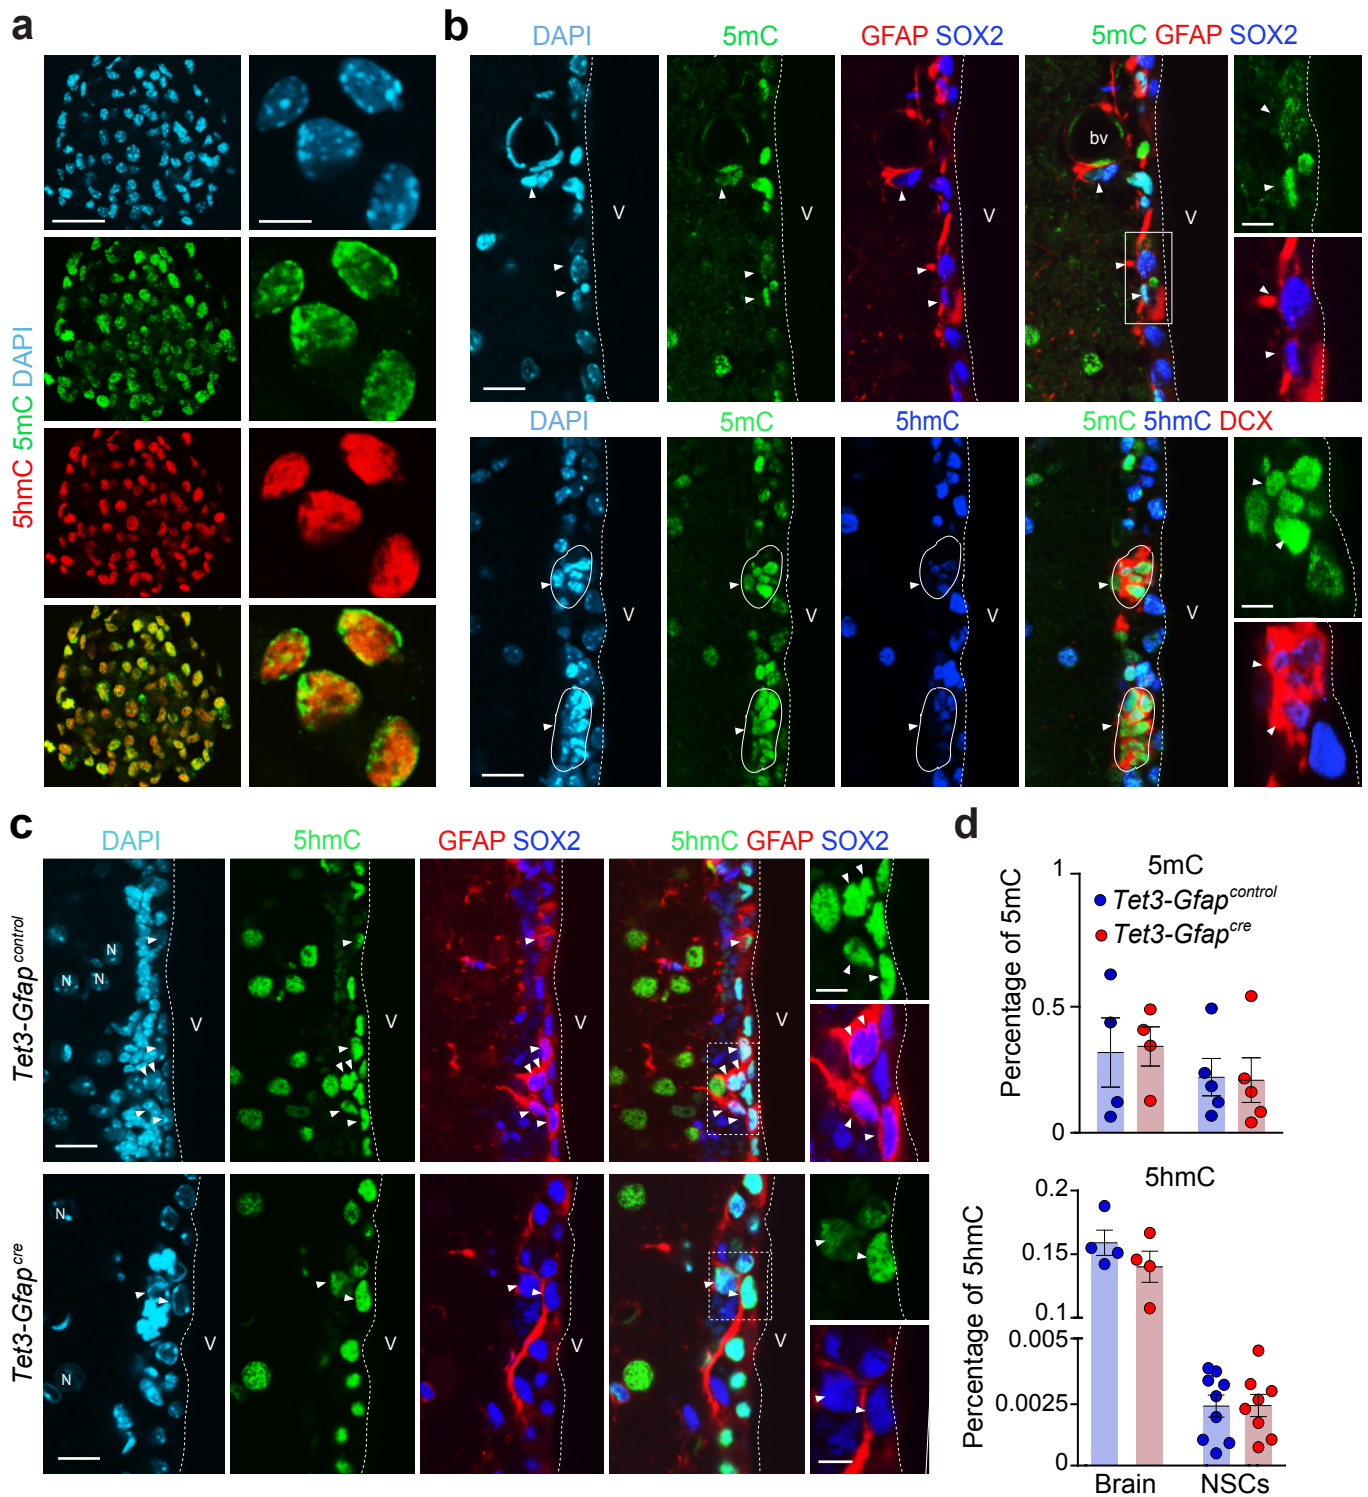

Supplementary Figure 7. Methylation and hydroxymethylation levels are maintained in *Tet3* deficient NSCs. (a) Immunocytochemistry for 5mC (green) and 5hmC (red) in neurospheres isolated and expanded *in vitro* from the adult wild-type SVZ. (b) Immunohistochemistry for 5mC (green) in double GFAP (red) and SOX2 (blue) positive cells within the SVZ of wild-type adult mice (upper panels). Immunohistochemistry for 5mC (green) and 5hmC (blue) in DCX (red) positive neuroblasts in the SVZ of wild-type mice (lower panels). (c) Immunohistochemistry for 5hmC (green) in GFAP (red) and SOX2 (blue) positive cells within the SVZ of *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* mice. 5hmC is present in GFAP/SOX2+ cells close to the lateral ventricle wall. Dark arrowheads indicate GFAP/SOX2+ astrocytes cells with significant levels of 5hmC. DAPI was used to counterstain DNA. (d) Global percentage of 5mC and 5hmC in *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* NSCs and brain. All error bars show s.e.m. Number of samples are indicated. Scale bars in a, left panels: 25 μ m; right panels: 7 μ m; In b and c: 20 μ m (inserts in b and c, 8 μ m).

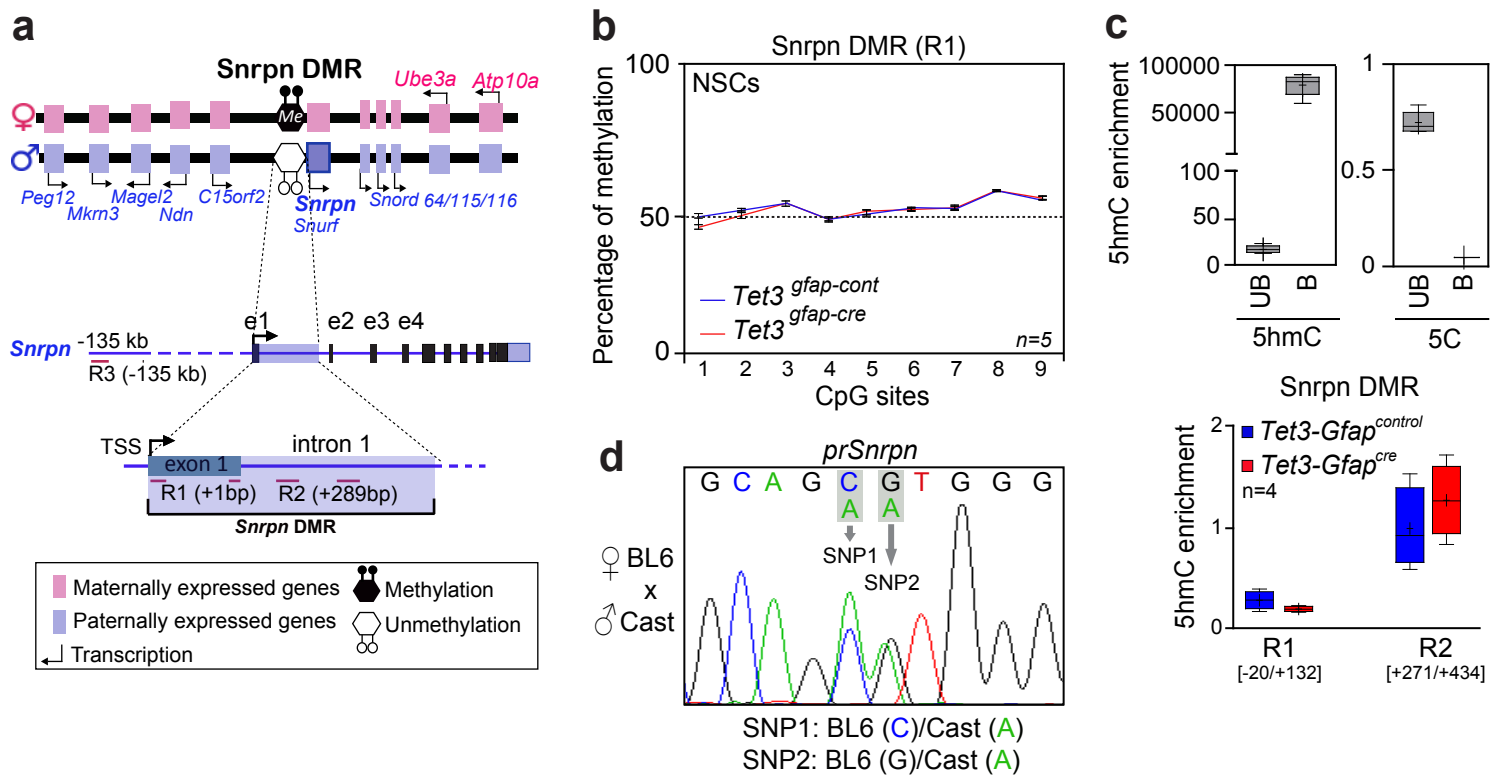

Supplementary Figure 8. Methylation at the *Snrpn* DMR is maintained in *Tet3* deficient NSCs. (a) Schematic of the *Snrpn* imprinted cluster. Expression of the maternally (pink) and paternally (blue) expressed genes within the cluster are shown. The methylation status of the *Snrpn* DMR is illustrated with open and filled circles representing full methylation at the maternal allele and lack of methylation at the paternal allele, respectively (upper panel). Schematic diagram showing the *Snrpn* gene and its DMR. Primers used are in red and numbered relative to the transcription start site (TSS). (b) Percentage of methylation determined by bisulfite conversion and pyrosequencing at several CpG sites within the *Snrpn* DMR in *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* NSCs. (c) Controls for the enrichment of 5hmC in genomic DNA spiked with synthetic *Arabidopsis Thaliana* DNA, containing either 5hmC or 5C (upper panel). Values are shown as the fold change over the IgG. UB: unbound; B: bound. Enrichment of 5hmC in two different regions at the *Snrpn* DMR (R1 and R2) in *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* NSCs (lower panel). (d) Genomic DNA sequence in F1 hybrid NSCs derived from *Mus musculus domesticus* (abbreviated, BL6) and *Mus musculus castaneus* (abbreviated, Cast) mice, showing two diagnostic strain-specific polymorphisms at the *Snrpn* promoter. SNP: single nucleotide polymorphism. All error bars show s.e.m. Number of samples are indicated.

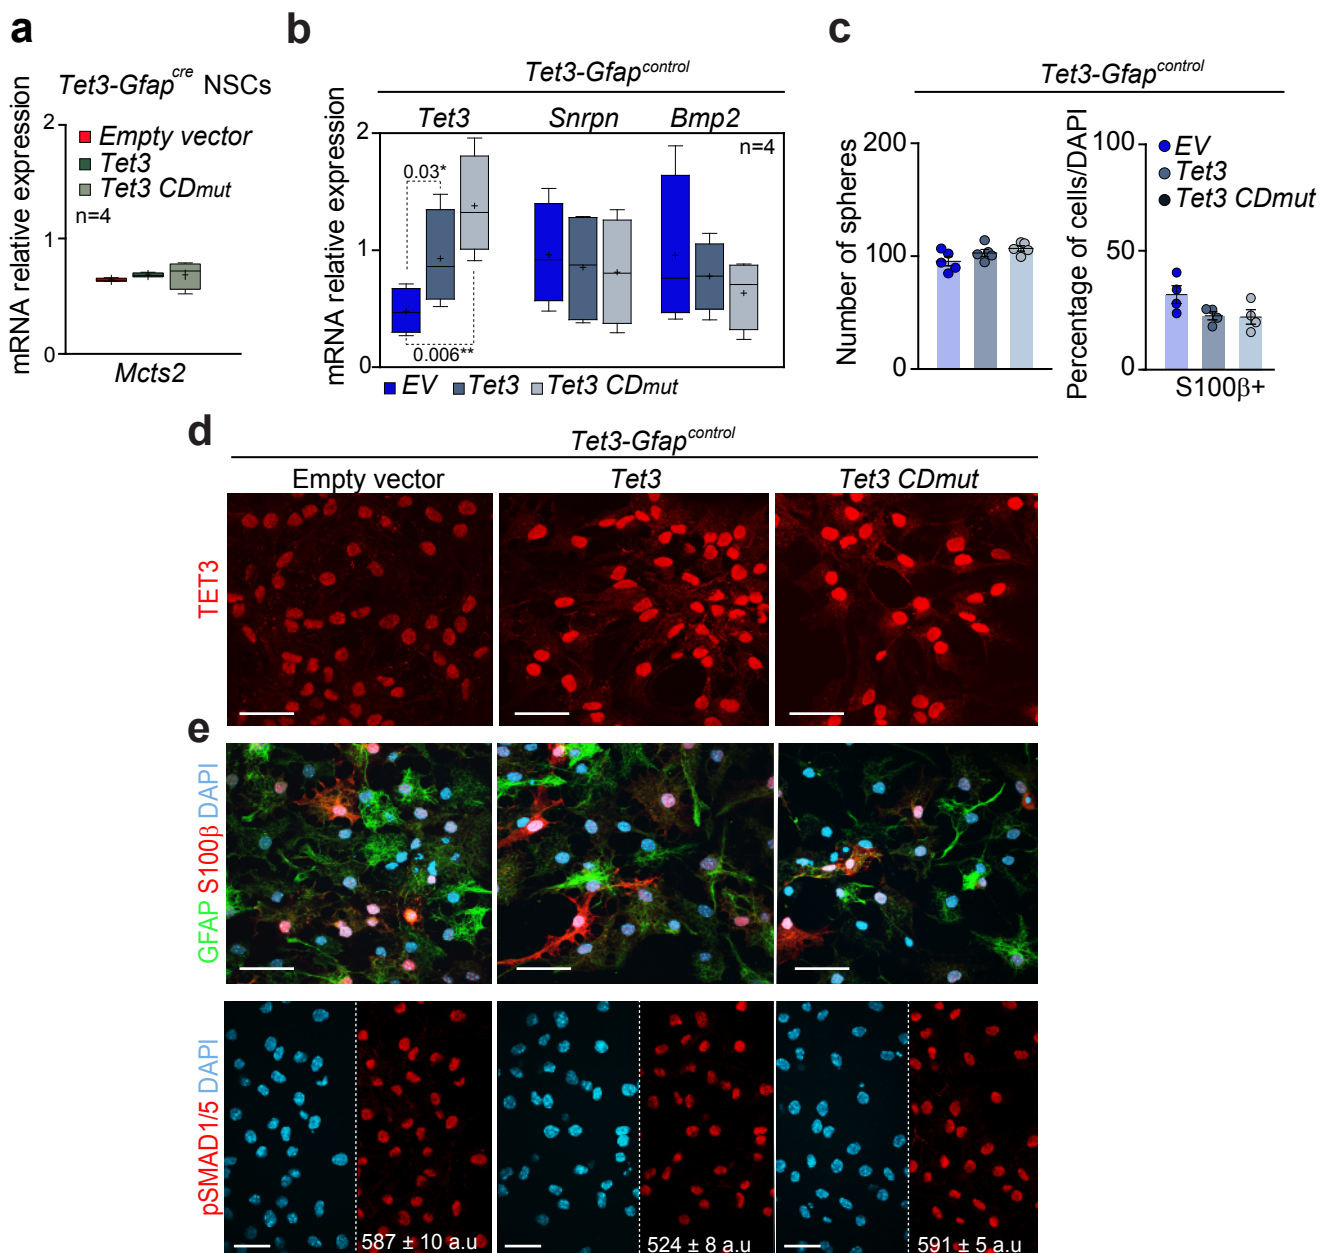

Supplementary Figure 9. Overexpression of *Tet3* does not modify self-renewal or differentiation capacities in wild-type NSCs. (a) qPCR for the imprinted gene *Mcts2* in *Tet3-Gfap^{cre}* NSCs that had been nucleofected with *Tet3* or with *Tet3* with a mutated catalytic domain (*Tet3 CDmut*). An empty vector was used as a control for nucleofection (EV). (b) qPCR for *Tet3*, *Snrpn* and *Bmp2* in *Tet3-Gfap^{control}* NSCs that had been nucleofected with *Tet3*, *Tet3 CDmut* or EV. (c) Number of spheres (left panel) and percentage of S100β+ cells (right panel) in *Tet3-Gfap^{control}* NSCs that had been nucleofected with *Tet3*, *Tet3 CDmut* or EV. (d) Immunocytochemistry images for TET3 (red) in *Tet3-Gfap^{control}* NSCs that had been nucleofected with *Tet3*, *Tet3 CDmut* or EV. (e) Immunocytochemistry images for S100β+ (red) and GFAP (green) in *Tet3-Gfap^{control}* NSCs that had been nucleofected with *Tet3*, *Tet3 CDmut* or EV (upper panels). Immunocytochemistry images for pSMAD1/5+ (red) in *Tet3-Gfap^{control}* NSCs that had been nucleofected with *Tet3*, *Tet3 CDmut* or EV (lower panels). Data are expressed relative to *Gapdh*. DAPI was used to counterstain DNA. All error bars show s.e.m. P-values and number of samples are indicated. Scale bars in d and e, 30 μm.

a

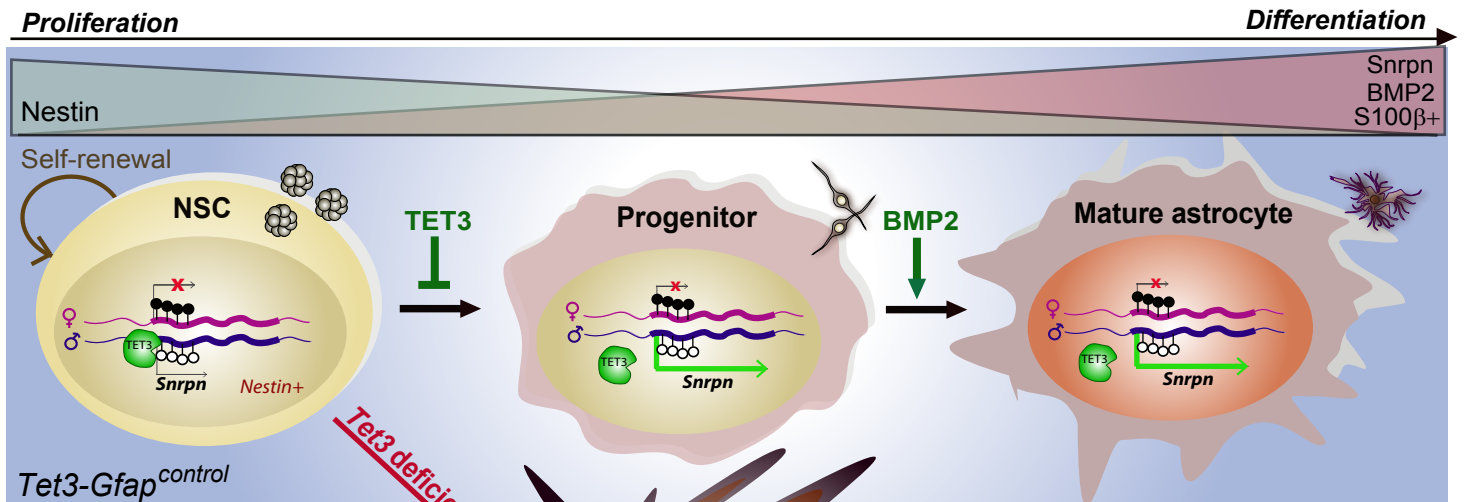

b

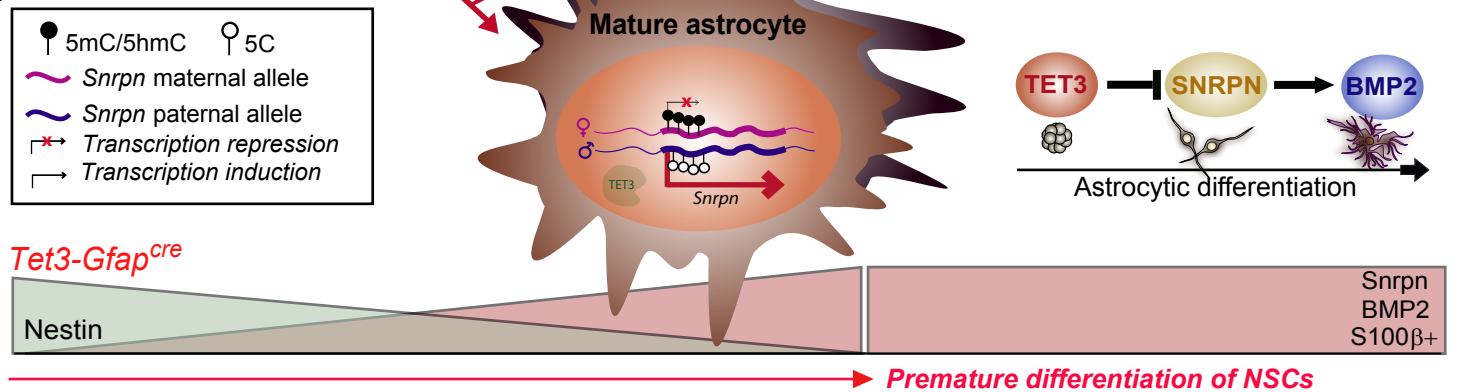

Supplementary Figure 10. TET3 binds to the paternal allele at the *Snrpn* promoter to repress its expression and to prevent BMP-mediated terminal differentiation of NSCs. (a) Schematic drawing of the process of adult NSCs differentiation into mature astrocytes. Nestin⁺ NSCs proliferate and self-renew in the presence of mitogen stimulation. During proliferation TET3 is bound to the *Snrpn* promoter. The *Snrpn* gene is an imprinted gene expressed from the paternal unmethylated allele and silent from the maternal methylated allele. TET3 binds to the paternal allele repressing *Snrpn* expression and contributing to the maintenance of NSCs in an undifferentiated state. SNRPN drives *Bmp2* expression which induce terminal differentiation of multipotent NSCs into non-neurogenic S100β⁺ astrocytes. **(b)** Loss of TET3 results in increased levels of SNRPN (and consequently of BMP2) early during differentiation of NSCs, which induces premature differentiation of multipotent NSCs into astrocytes that lack stem cell properties.

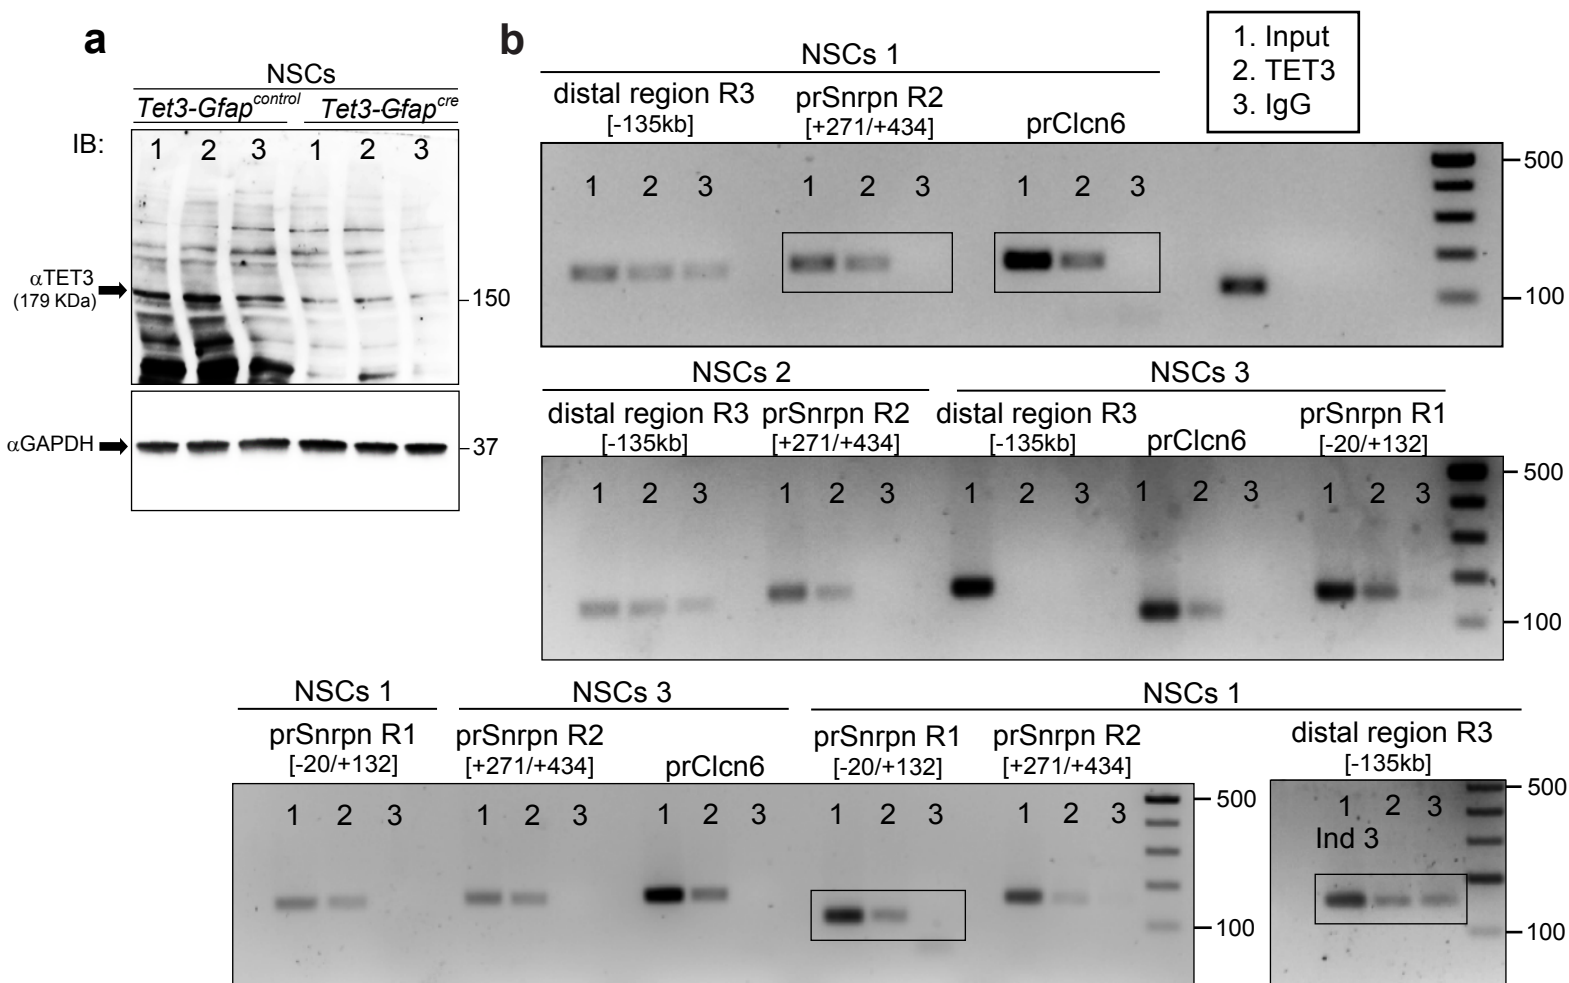

Supplementary Figure 11. Uncropped western blot (WB) and chromatin immunoprecipitation (ChIPs) qPCRs. (a) Immunoblots (IB) in Supplementary Figure 2f. Three independent neurosphere cultures from *Tet3-Gfap^{control}* and *Tet3-Gfap^{cre}* SVZ were used. (b) qPCRs after ChIP with TET3 antibody of wild-type NSCs shown in Figure 6a.

Supplementary Tables

Supplementary Table 1. List of Syber-green primers used.

Gene	Sequence (5'-3')	Application
Clcn6-F	CAACTCCTGAGGACCTGACA	ChIP
Clcn6-R	GCTCAGACACAGCCTCCTCT	ChIP
Cre-F	GCGGTCTGGCAGTAAAACTATC	Genotyping/Expression analysis
Cre-R	GTGAAACAGCATTGCTGTCACTT	Genotyping/Expression analysis
Cre-F wt	CTAGGCCACAGAATTGAAAGATCT	Genotyping
Cre-R wt	GTAGGTGGAAATTCTAGCATCATCC	Genotyping
Gapdh-F	GAACATCATCCCTGCATCCA	Expression analysis
Gapdh-R	CCAGTGAGCTTCCCGTTC A	Expression analysis
SnrpnDMR-R1-F	GGCAAAAATGTGCGCATGTG	ChIP/Expression analysis
SnrpnDMR-R1-R	ATTGCGTTGCAAATCACTCC	ChIP/Expression analysis
SnrpnDMR-R2-F	ACTCCTTGGGTGTGTTAGTG	ChIP/ChIP in BxC
SnrpnDMR-R2-R	GACTTCCAGGAGTCCAGAGG	ChIP/ChIP in BXC
Snrpn-R3F	TATGGCCGCCTACTTTTGTG	ChIP
Snrpn-R3R	AGGACCTGCTGCACTGACTT	ChIP
Snrpn-DMR-F	TTGGTAGTTGTTTTTGGTAGGAT	Bisulfite sequencing
Snrpn-DMR-R	TCCACAAACCCAACTAACCTTC	Bisulfite sequencing
Tet3-R	GTGCAGTTGCTCGTCCTCAG	Expression analysis
Tet3-F	AGACCCTTCTCAGGGGTCAC	Expression analysis
Tet3-F	TACCTCTGCCTCTGGAGTGCTAA	Genotyping
Tet3-R1	ATGGCTACTACAACCCAGTGAC	Genotyping
Tet3-R2	GTCAGGAAAGTCACATGGTTGTTG	Genotyping

Supplementary Table 2. List of primary antibodies used.

Antibody	Source	Host	Dilution	Cat #	Application
5hmC	Active Motif	Rabbit	1/1000	39769	ICC/IHC/E
5hmC	Diagenode	Mouse	1/1000	C15200200-50	E
5mC	Diagenode	Mouse	1/1000	C15200006	ICC/IHC/E
BrdU	Abcam	Rat	1/500	ab6326	ICC/IHC
Caspase 3	Cell Signaling	Rabbit	1/300	9661	ICC
DCX	Santa Cruz	Goat	1/300	sc-8066	IHC
GAPDH	Millipore	Mouse	1/5000	MAB374	WB
GFAP	Dako	Rabbit	1/600	Z0334	IHC
GFAP	Millipore	Chicken	1/600	AB5541	ICC/IHC
Ki67	Abcam	Rabbit	1/100	ab15580	IHC
MAP2	Chemicon	Mouse	1/500	MAB3418	IHC
Nestin	Hybridoma Bank	Mouse	1/4	rat-401	ICC
O4	Hybridoma Bank	Mouse	1/2	rip	ICC
OLIG2	Millipore	rabbit	1:500	AB9610	IHC
PSA-NCAM	AbCys S.A.	Mouse	1/300	ABC0019	IHC
pSMAD1/5	Cell Signaling	Rabbit	1:200	9516	ICC
S100β	Dako	Rabbit	1/300	Z0311	ICC/IHC
SNRPN	Abcam	Rabbit	1/300	Ab22430	ICC
Sox2	R&D Systems	Goat	1/200	AF2018	ICC/IHC
TET3	Abnova	Rabbit	1/300	PAB25635	ICC/IHC
TET3	Santa Cruz	Rabbit	1/100	sc-139186	ICC/WB
TET3	Millipore	Rabbit	1/10	ABE290	ChIP
βIII-tubulin	Covance	Mouse	1/300	PRB-435P	ICC
β-catenin	Cell Signaling	Rabbit	1/300	9587	IHC
γ-tubulin	Santa Cruz	Goat	1/300	sc-7396	IHC

ICC, Immunocytochemistry
E, ELISA

IHC, Immunohistochemistry
ChIP, Chromatin Immunoprecipitation

WB, Western-blot

Supplementary Table 3. List of secondary antibodies used.

Antibody	Source	Dilution	Cat #	Application
Alexa Fluor® 488 Donkey Anti-Chicken	Jackson ImmunoResearch	1/600	703-545-155	IHC
Alexa Fluor® 488 Donkey Anti-Goat	Jackson ImmunoResearch	1/600	705-545-003	ICC
Alexa Fluor® 488 Donkey Anti-Mouse	Molecular Probes	1/600	A-21202	ICC/IHC
Alexa Fluor® 488 Donkey Anti-Rabbit	Jackson ImmunoResearch	1/600	711-547-003	ICC/IHC
Alexa Fluor® 488 Donkey Anti-Chicken	Jackson ImmunoResearch	1/600	703-605-155	ICC/IHC
Alexa Fluor® 647 Donkey Anti-Rabbit	Jackson ImmunoResearch	1/600	711-607-003	IHC
Cy3-Donkey Anti-Rabbit	Jackson ImmunoResearch	1/800	711-165-152	ICC/IHC
Cy3-Donkey Anti-Mouse	Jackson ImmunoResearch	1/800	715-165-151	ICC/IHC
Cy3-Donkey Anti-Rat	Jackson ImmunoResearch	1/800	712-165-153	ICC
Cy3-Donkey Anti-Goat	Jackson ImmunoResearch	1/600	705-166-147	IHC
Goat Anti-Mouse IgG-HRP	Dako	1/5000	P0447	WB
		1/2000		E
Goat Anti-Rabbit IgG-HRP	Santa Cruz	1/5000	sc-2004	WB
		1/2000		E

ICC, Immunocytochemistry

IHC, Immunohistochemistry

WB, Western-blot

E, ELISA

Supplementary Table 4. List of Taqman probes used.

Gene	TaqMan Code (Applied Biosystems)
<i>Cntn3</i>	Mm00500947_m1
<i>Cobl</i>	Mm01187905_m1
<i>Gapdh</i>	Mm99999915_g1
<i>Nes</i>	Mm00450205_m1
<i>S100β</i>	Mm00485897_m1
<i>Snrpn</i>	Mm04204818_m1
<i>Tet1</i>	Mm01169087_m1
<i>Tet2</i>	Mm00524395_m1
<i>Tet3</i>	Mm00805756_m1
<i>Tubb3</i>	Mm00727586_s1
<i>Mcts2</i>	Mm00481540_s1
<i>Bmp2</i>	Mm01340178_m1

# Supplementary material for: TET3 prevents terminal differentiation of adult NSCs by a non-catalytic action at Snrpn
**Source:** Nat Commun. 2019 Apr 12;10:1726. doi: 10.1038/s41467-019-09665-1
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used.

Data analysis

To analyze the data we have used SPSS, version 24.0.0 for windows, and licenced by the University of Valencia.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Source data for figures are provided with the paper as "Source Data". The authors declare that all other data supporting the findings of this study are available within the paper and its supplementary information files. RNAseq raw data are available in GeneBank and accession code is included in Data availability statement.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No samples size was calculated previous the study. We analyzed a number of samples that together fulfill gaussian distribution.
Data exclusions	No data were excluded.
Replication	Culture experiments were done at least three independent times . In vivo experiments were done at least in two independent experiments
Randomization	Samples and mice were allocated randomly into experimental groups
Blinding	Blinding was used for all experiments.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	This information is located at Supplementary Table S1a. We have indicated Antibody Source, Host, Dilution used, catalogue number and application.
Validation	TET3 and SNRPN antibodies were validated in deficient NSCs. TET3 antibodies were additionally validated in TET3 overexpression experiments. Secondary antibodies controls were also used.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	Primary cultures of Neural Stem cells isolated from the Subventricular zone of adult mice and expanded in vitro.
Authentication	None of the cell lines used were authenticated
Mycoplasma contamination	All cell lines were negative for Mycoplasma contamination. Cell lines were tested by PCR with specific primers.
Commonly misidentified lines (See ICLAC register)	n/a

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Mice: mus musculus domesticus and mus musculus castaneus. We used males and females from 2 to 4-months of age.
Wild animals	The study did not involve wild animals
Field-collected samples	The study did not involve samples collected from the field
Ethics oversight	Housing and experiments were carried out following protocols approved by the ethics committee of the University of Valencia (Spain).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Neural stem cells isolated from the adult subventricular zone were stained using the BD Cycletest™ Plus DNA kit in accordance with the manufacture's protocol.
Instrument	Cell cycle phases were assessed in a FACS Verse flow cytometer (BD).
Software	Cell cycle phases data were analyzed with FlowJo® software.
Cell population abundance	For the cell cycle analysis at least 20 thousands events were analyzed. Approximately 90% of the population was considered for cell cycle based on SSC and FSC.
Gating strategy	Non-stained NSCs were used to establish boundaries between negative and positive cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: TET3 prevents terminal differentiation of adult NSCs by a non-catalytic action at Snrpn
**Source:** Nat Commun. 2019 Apr 12;10:1726. doi: 10.1038/s41467-019-09665-1
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: corresponds to the list of significantly upregulated genes obtained from the RNAseq analysis.

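The table of higher genes includes *Gfap*, the repeat genes *Dynlt1b* and *Tmem181b-ps*, several protocadherins and the phosphatase subunit gene *Ppp2r2c*. In the copy of the table available, 95 genes are listed, each with a log2 fold change, a mean level, a p-value and an adjusted p. These values came out of the deposited counts when the libraries labelled control 1, control 2 and cre 3 were taken as control and those labelled control 3, cre 1 and cre 2 as cre. With edgeR's exact test, common and tagwise dispersions, TMM normalization and the 14504 genes with a CPM of at least 1 in at least 3 libraries, that grouping called 95 genes higher and 96 lower, all 191 of them in the paper's tables. The largest difference from the tables was 5.00e-06 for a log2 fold change and 1.72e-06 for the log10 of a p-value. In that fit *Gfap* had a log2 fold change of 3.65 (adjusted p = 3.78e-17 from the exact test), *Pcdhb11* one of 1.56 (adjusted p = 1.68e-11), *Tmem181b-ps* one of 1.70 and *Ppp2r2c* one of 1.55 (adjusted p = 6.65e-11 for both). The hindbrain and trunk patterning genes *Hoxa4* and *Hoxa5* were higher, with log2 fold changes of 2.96 and 2.58 (adjusted p = 0.000190 and 0.00930 from the same test). By the deposited labels the same fit called 40 genes higher and 27 lower, of which 9 are in the paper's tables.

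**Figure D4:**
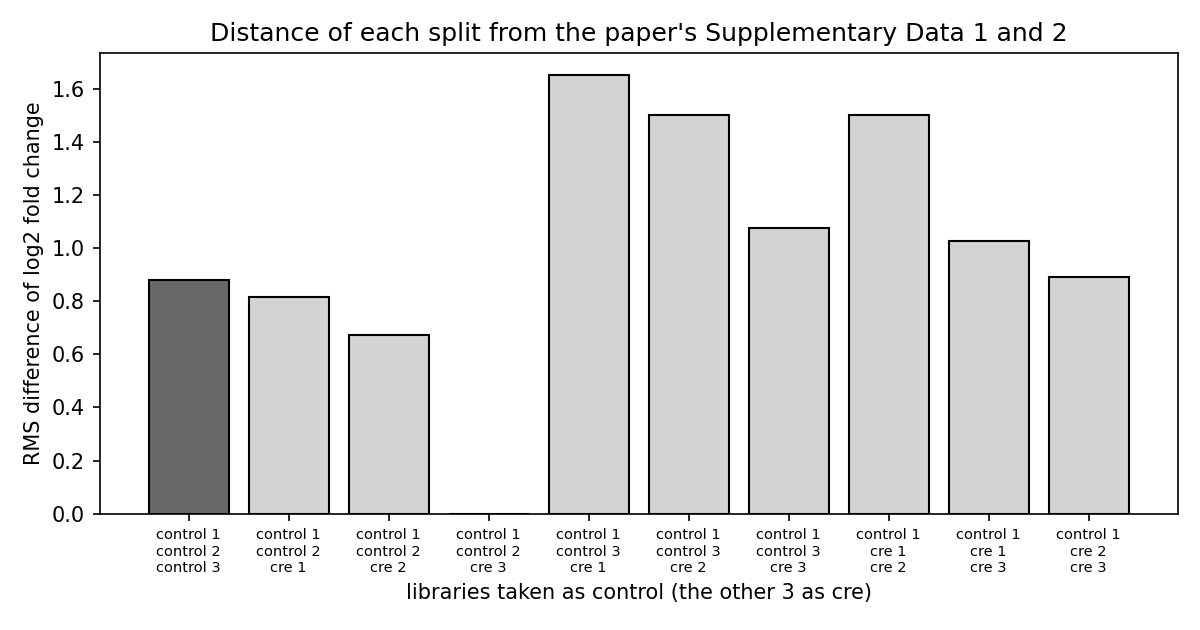
Root mean square difference (vertical axis, log2 units) between the log2 fold changes of the paper's 191 listed genes and those from each of the 10 splits of the 6 libraries (horizontal axis, named by the libraries taken as control), with the split by the deposited labels in dark grey. The split with control 1, control 2 and cre 3 as control lies at 1.95e-06, and the split by the labels at 0.881.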

File Name: Supplementary Data 2

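Among the lower genes of the grouping used for the paper's tables are *Tet3* itself and genes that pattern the forebrain. By edgeR's exact test, the patterning genes *Otx1*, *Dmrta2*, *Zic1*, *Zic4* and *Gsx1* were lower. The glutamate receptor gene *Gria4*, the neuronal RNA-binding gene *Elavl4* and the adhesion genes *Itga1*, *Itga8*, *Tnr* and *Parvb* were lower too. *Zic1* had the smallest adjusted p, 4.48e-19, at a log2 fold change of -2.29. *Elavl4* had a log2 fold change of -2.21 (adjusted p = 2.12e-13 from the same test), *Adora2b* one of -2.50 (adjusted p = 3.30e-11) and *Gria4* one of -1.23 (adjusted p = 1.29e-05). The copy of this table available lists 96 genes. Of the 78 genes called in the 4 libraries whose genotype is the same in the labels and these tables, 52 were also called here, all 52 in the same direction. The 4 libraries are part of both comparisons, so this overlap is not independent.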

Description: corresponds to the list of significantly downregulated genes obtained from the RNAseq analysis.

File Name: Supplementary Data 3

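The imprinted genes listed include *Snrpn*, *Cobl*, *Cntn3* and *Calcrl* beside genes that did not pass the threshold, such as *Mest* and *Ube3a*. In the copy available the table holds 55 genes, all of which had enough counts here, and 0 of the 55 passed by the deposited labels with edgeR's quasi-likelihood test. Its values, like those of the other tables, are log2 fold changes, p-values and adjusted p-values. For *Calcrl* the paper's table of imprinted genes prints an adjusted p of 0.06075, and its table of lower genes prints 0.00607473.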

Description: corresponds to the list of significantly downregulated and upregulated imprinted genes.

How the deposited data were processed for this re-analysis (not part of the article)

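The counts come from 6 neurosphere libraries of adult neural stem cells, 3 labelled *Tet3-Gfap* control and 3 labelled *Tet3-Gfap* cre. The authors made stranded mRNA libraries, sequenced them on a NextSeq 500, aligned the reads to the mouse genome GRCm38.p5 with Subread and deposited the number of reads per gene of the Ensembl GRCm38.87 annotation, counted with Rsubread. The deposited values are whole-number counts with no normalization. The strand, multi-mapping and overlap settings and the versions are not stated, so genes that overlap or have near-identical copies are uncertain. The paper's text names no test, filter or normalization for these counts, and no adjusted p threshold for its lists of genes. It states that culture experiments were done at least 3 independent times, and does not say for these libraries whether the 3 of a genotype came from separate cultures.

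The table holds 49671 genes, of which 345 had no symbol in the gene name table. Total counts per library ran from 29660398 to 35405326. All columns of counts were mapped to a library by their names, and genotypes were taken from the names alone.

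From these counts, edgeR 4.0.16 in R 4.3.3 was used with TMM normalization, filterByExpr (16916 genes kept) and the quasi-likelihood test, on all 6 libraries by their labels, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM values use the TMM-scaled library sizes. Gene lists were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over 34 lists. Clustering used the mean Euclidean distance between minus within groups over the 500 most variable genes (log2 CPM with a prior count of 2), and its p counts the 10 splits of the 6 libraries. Coordinates come from a GRCm38 annotation of a later release than the one the authors used.

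Genes named in the text were chosen by a rule set before the data were examined: up to 12 higher and 12 lower genes with the smallest adjusted p past the threshold and no overlap between groups, 20 genes that the paper names or that mark its cell types, and, for each list, up to 4 genes past the threshold or else the 2 with the highest CPM. The lists were written after the paper and its supplementary tables had been read. By the labels the first part of the rule names no gene. The same rule was applied to the 4 libraries and to the grouping of the paper's tables after their values had been seen, and *Snurf*, *Gm38393*, *Kcnd2*, *Cdh13*, *Coro2b*, *Gpx8*, *Ndn*, *Snhg14*, *Mkrn3*, *Magel2*, *Eif2s3y*, *Uty*, *Kdm5d* and *Gsx1* are named after their values were seen.

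The alternatives set before the data were examined were DESeq2 1.42.0, edgeR's exact test with tagwise dispersion, its likelihood-ratio test, limma-voom, RLE normalization, library size only, no filter, a filter of at least 1 CPM in at least 3 libraries, the replicate number as a block, and leaving out each library in turn. For the gene lists they were an estimated correlation and fry. Others were added after the data had been seen: only the 4 libraries labelled control 1, control 2, cre 1 and cre 2, the grouping of the paper's tables, that grouping with the exact test and the stricter filter or with DESeq2, and the exact test with the estimateDisp function. The grouping of the paper's tables was found by recomputing the paper's 191 listed log2 fold changes for all 10 splits. Several count models and dispersion estimates were tried at that point. The exact test set as an alternative left open how the dispersion is estimated. It was first run with estimateDisp and then set to common and tagwise dispersions once these were seen to give the values of the paper's tables.

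The quasi-likelihood and exact tests were run on simulated counts drawn from the means and sizes of the real libraries, with no library exchanged between groups. In these counts 200 genes with a mean of at least 2 CPM were changed, 100 of them 2-fold and 100 of them 4-fold. By the labels the quasi-likelihood test recovered 82% and 100% of these, with 9 false calls among 16730 genes, and the exact test 91% and 100%, with 49 false calls. For the 4 libraries the quasi-likelihood test recovered 86% and 99%, with 24 false calls among 16733 genes, and the exact test 91% and 100%, with 45. In the grouping of the paper's tables the exact test recovered 89% and 100%, with 46 false calls among 16705 genes, and the quasi-likelihood test 81% and 98%, with 13. DESeq2, limma-voom, the likelihood-ratio test and fry were not tested in this way. Among the genes called in the simulated counts, the share of false calls with the exact test was above the adjusted p threshold in each comparison. With the quasi-likelihood test this share was above the threshold in the 4 libraries and in the grouping of the paper's tables, and below it by the labels. The real counts of genes called in the comparisons above the threshold may thus hold more false calls than it allows.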

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

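The tests of the grouping of the libraries were chosen after the result was seen, as were the 4 libraries in which the genes below were found. The tests for *Gfap* and for the *Dynlt1* and *Tmem181* genes were set before the counts were examined, and were then run in those 4 libraries. They were set after the paper's tables had been read. These tables come from the same counts and already list *Gfap*, *Dynlt1b* and *Tmem181b-ps* as higher. That these genes were higher was thus known beforehand and was not predicted.

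The purinergic receptor gene *P2rx7*, the adrenomedullin gene *Adm*, the homeobox gene *Irx2* and 7 other genes outside the paper's tables were higher in every library labelled cre than in every library labelled control, and passed the threshold in the libraries labelled control 1, control 2, cre 1 and cre 2. By the labels over all 6 libraries, the log2 fold change was 1.22 for *P2rx7*, 0.88 for *Adm*, 3.10 for *Irx2*, 0.53 for *Kcnd2*, 1.17 for *Hydin*, 0.57 for *Cdh13*, 1.33 for *Coro2b*, 0.58 for *Gpx8*, 1.18 for *Grm4* and 1.94 for *Pcdhb2*. None of these passed the threshold over the 6 libraries with edgeR's quasi-likelihood test and its default filter, where the smallest adjusted p among them was 0.223, for *Coro2b* (0.0240 without a filter). By the same labels all 10 passed with the exact test (adjusted p from 5.76e-11 for *Coro2b* to 0.0404 for *Grm4*), all but *P2rx7* (0.223) with DESeq2, and all but *Pcdhb2* with the likelihood-ratio test. In the 4 libraries their adjusted p ran from 0.0159 for *Irx2* to 0.0479 for *Pcdhb2*. They were picked for following the labels, and fewer of the genes called in the 4 libraries did so (25) than followed the grouping of the paper's tables (47, see the next paragraph).

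*Tet3*, the targeted gene, had the level of the opposite genotype in the libraries labelled control 3 and cre 3. The tables argue against spread between cultures with the same names in the labels and the paper's tables, since the split by the labels gives log2 fold changes at a root mean square distance of 0.881 from those the paper lists. With these 2 libraries exchanged the distance was 1.95e-06, and the nearest of the other splits lay at 0.673. The paper's tables thus follow the exchanged split, which does not show whether the labels or the tables are wrong. Of 72 genes called in the 4 libraries and separating all 6 under one of the groupings, 65.3% did so under the exchanged one. This was less than the 95% set as the bound, so these genes as a group did not decide which grouping is wrong. They were 47 genes, *Tet3* and *Gfap* among them, against fewer, 25, under the labels. With ranks in random order, 30% of the 77 genes that separate the 4 libraries, or 23.1 genes, would separate all 6 under each grouping. The 23.1 stands beside the 47 and the 25, and the 30% is not to be set beside the 65.3%, a share of 72 genes. Nor is it a measure of chance for genes chosen by a difference between the 4 libraries, and only 5 separated under neither grouping. The targeted gene itself argues against the labels of these 2 libraries. *Tet3* had 2041 counts in control 3 and 3742 in cre 3, against 3644 and 4585 in control 1 and 2 and 2169 and 1774 in cre 1 and 2. *Gfap*, whose exons the *GFAP-cre* cassette carries, divided the libraries in the same way, but whether its reads came from the cassette cannot be told (see the next paragraph). Counts over whole genes do not show whether exon 5 of *Tet3* was present.

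*Gfap* was higher in the libraries labelled cre 1 and cre 2 than in those labelled control 1 and control 2. More astrocytic cells in the cre cultures would raise other astrocyte genes that are low in control. The median log2 fold change of 6 such genes was -0.14 (95% bootstrap interval -0.94 to 0.38), and the interval ends below the 0.5 set as the bound. The interval was drawn over the 6 genes and not over libraries. It holds no spread between cultures, so this result, which points away from more astrocytic cells, cannot exclude them. Pointing the other way, 4 of the 26 genes of the whole astrocyte list were higher and 0 lower when adjusted over that list, *Gfap* itself among them, although the list was not shifted (adjusted p = 0.416 with camera). Reads from the *GFAP-cre* cassette, which carries *Gfap* exons, and a response of the gene itself cannot be told apart: *Gfap* changed more than 100% of the 25 other astrocyte genes tested. The paper states that part of exon 1 was removed from the cassette so that it does not express *Gfap*. Counts over the whole gene do not show which exons the reads cover. The overlap of genotypes by the 6 labels, which would have counted against the cassette, rests on the 2 libraries whose labels are in doubt.

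The repeat genes *Dynlt1b* and *Tmem181b-ps* were higher in the libraries labelled cre 1 and cre 2, with no member of either family past the threshold in the other direction. A difference in copy number or strain haplotype of the chromosome 17 repeat and a biological effect cannot be told apart. Over the 6 labels the genotypes overlap, which was set beforehand to count against a difference in copy number, but the overlap lies in the libraries labelled control 3 (12.5 CPM of *Tmem181b-ps*) and cre 3 (3.42 CPM), whose labels are in doubt, so it does not exclude one. The median log2 fold change of the 8 genes of the repeat list was 0.35, and reads shared between its near-identical copies leave each gene's own value uncertain.

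With 10 splits of the 6 libraries, the share of splits with a result as large cannot go under 0.1. By the labels, edgeR's quasi-likelihood test called 0 genes (846 at an unadjusted p under 0.05; 70 with DESeq2, 68 with the exact test), against at most 6 in the other splits, and 10 of the 10 splits had as many. For imprinted genes the label split and the highest other split both gave 0, again in 10 of 10. Of the PI3K-Akt, MAPK, Wnt and synaptic lists 1 was called, against at most 1 in the others (2 splits as large), and of the other lists 4, against at most 5 (5 splits as large). With the exact test and the stricter filter, the grouping of the paper's tables, itself picked after all 10 splits had been seen, called 191 genes (1 split as large), and the highest other split, that of the labels, 67. A split other than the labels that calls more genes points to a structure of the libraries along it, but 1 of the 10 is always the highest, and with the quasi-likelihood test this split calls 6.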

How the results depend on the processing

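The 4-library comparison, the grouping of the paper's tables and the exact test with estimateDisp were added after the data had been seen; the other settings were set before. The exact test set before left the dispersion estimate open: it was first run with estimateDisp, and common and tagwise dispersions were taken once they were seen to give the paper's table values. No cause of a change was tested, except that leaving out libraries or exchanging them changes which samples are compared. Of the comparisons with settings set before, 494 kept their direction and side of the threshold, 39 passed it in addition, 25 no longer passed it, 17 counts moved and 14 values reversed. With the added settings these numbers were 86, 71, 3, 15 and 8.

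The count of 0 genes by the labels became 70 with DESeq2, 68 with the exact test, 51 with the likelihood-ratio test, 3 without a filter and 49 with the exact test and estimateDisp. It stayed at 0 with limma-voom, RLE, library size only and the stricter filter. Leaving out 1 library gave 0 to 18 genes, the 18 without the library labelled control 3. It was 78 in the 4 libraries (74 there with limma-voom, 478 with DESeq2, 622 with the likelihood-ratio test and 638 with the exact test), 6 in the grouping of the paper's tables, 191 in that grouping with the exact test and stricter filter, and 187 with DESeq2.

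Imprinted genes past the threshold went from 0 to 1 with DESeq2, 2 in the 4 libraries, and 4 in the grouping of the paper's tables with either the exact test or DESeq2. Genes named by the rule went from 0 to 1 with the exact test, with either dispersion, and with the likelihood-ratio test, 0 to 1 on leaving out a library (1 without the library labelled control 3), 7 in the 4 libraries, 3 in the grouping of the paper's tables, 8 there with the exact test and 9 with DESeq2.

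*Tet3*, *Snrpn*, *Cntn3* and *Cobl* kept their direction and did not pass the threshold in any setting set before. Leaving out 1 library gave log2 fold changes of -0.77 to -0.14 for *Tet3*, 0.16 to 0.71 for *Snrpn*, -0.997 to -0.36 for *Cntn3* and 0.40 to 1.41 for *Cobl*. They passed it in the 4 libraries for *Tet3* (-1.04), *Snrpn* (0.81) and *Cntn3* (-1.20), and in the grouping of the paper's tables for *Tet3* (-1.01). With the exact test in that grouping all 4 passed (-1.01, 0.67, -1.14 and 1.73), as they did with DESeq2 (-1.01, 0.66, -1.14 and 1.73).

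Some values near 0 by the labels reversed, as did that of *S100b*, while that of *Nes* (-0.0224) kept its sign. Leaving out 1 library gave -0.0323 to 0.15 for *Tet1*, -0.13 to 0.0779 for *Tet2*, -0.49 to 2.61 for *Gfap* and -0.0532 to 1.24 for *Tmem181b-ps*. *Tet2* was -0.0019 without a filter. *Tet1* was -0.0805 in the 4 libraries and -0.13, -0.13 and -0.14 in the grouping of the paper's tables with the quasi-likelihood test, the exact test and DESeq2. *S100b*, -0.58 by the labels, was 0.13 in the 4 libraries and 0.74, 0.74 and 0.74 in that grouping with these tests. Leaving out 1 library gave -0.80 (without control 1) to -0.0762 (without control 3) for *S100b*.

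Of the PI3K-Akt, MAPK, Wnt and synaptic lists, the 1 called fell to 0 with an estimated correlation, with fry and in the grouping of the paper's tables. The 4 other lists called became 0 with an estimated correlation and 0 with fry, 9 in the 4 libraries, and 0 (without the library labelled cre 2) to 7 (without cre 3) on leaving out a library, with 2 without control 1. The median log2 fold change of the synaptic list fell from 0.10 to 0.0498 without cre 2, and the list still passed with camera. The call of the ependymal list was lost without any one of the 6 libraries (adjusted p 0.0533 to 0.449; its median log2 fold change fell from 0.23 to 0.0601 without control 1). That of the protocadherins was lost without control 3 (0.171) or cre 2 (0.108), that of the immediate early genes without control 1 (0.0796), control 3 (0.171), cre 1 (0.870, median 0.000428 in place of 0.11) or cre 2 (0.134), and that of the ATF4 targets without control 1 (0.486, median 0.0471 in place of 0.11), cre 1 (0.675, median 0.0298) or cre 2 (0.108). The difference in distance between and within genotypes kept its sign with 2000 genes, all genes and library size only.

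Libraries with the same number correlated at -0.0893, 0.00783 and -0.0169 in their deviations from the group means. These means follow the labels and take in the libraries whose labels are in doubt. The correlations therefore cannot decide whether the numbers pair the libraries. The fit with the replicate number as a block called 0 genes, and 7 of the other gene lists in place of 4.

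At 29660398 to 35405326 counts per library, *Cobl* at about 0.251 to 2.00 CPM and *Irx2* at 0.188 to 6.11 CPM rest on few reads, while *Tet3* and *Snrpn* do not lie near the floor.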

Differences from the paper's values

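The groupings other than the deposited labels, and the settings combined with them, were chosen after seeing the values. The grouping of the paper's tables was found by recomputing the paper's 191 listed values for all 10 splits of the libraries, with several tests and dispersion estimates tried. It was thus picked for its fit to these tables. The closeness of the fit argues against an effect of this choice alone. All 191 log2 fold changes lay within 5.00e-06 of the tables, and the nearest other split lay at a root mean square distance of 0.673. The fit does not show whether the labels or the tables are wrong. An adjusted p under 0.05 was used as the threshold throughout, and the paper's text states no such threshold for its lists of genes. With the exact test and stricter filter in the grouping of its tables, this threshold called the same 191 genes as the tables list.

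The paper reports 97 lower and 96 higher genes, and 0 and 0 were found by the labels with edgeR's quasi-likelihood test (846 genes at an unadjusted p under 0.05). No setting set before the data were examined comes within the replicate spread or 1.5 times of the paper's counts (the highest were 31 lower genes with DESeq2 and 40 higher genes with the exact test). Chosen after seeing the values, the grouping of the paper's tables with the exact test and the stricter filter called 96 and 95, dropping 0 of the 191 genes listed in the paper's tables. That grouping with DESeq2, also chosen after seeing the values, called 94 and 93 and dropped 44 of the 191 listed genes. The copies of the paper's tables hold 96 lower and 95 higher genes.

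The paper's log2 fold change of *Tet3* is -1.0074, and -0.38 was found by the labels. Of the settings set before, only leaving out the library labelled cre 3 (-0.77) comes within the replicate spread and 1.5 times of the paper's value. The settings chosen after seeing the values do so too: the 4 libraries (-1.04; 139 of the 191 listed genes dropped with the quasi-likelihood test, against 21 with the exact test, 26 with the likelihood-ratio test and 47 with DESeq2) and the grouping of the paper's tables with the quasi-likelihood test (-1.01; 185 dropped), the exact test (-1.01; 0 dropped) and DESeq2 (-1.01; 44 dropped). These numbers of dropped genes hold for the same settings below. The paper prints 3.97e17 as the adjusted p of *Tet3*, a value that an adjusted p cannot take, and its table of lower genes prints 3.7751e-17. By the labels it was 1.00, and no setting set before brings it below the threshold. The exact test in the grouping of the paper's tables, chosen after seeing the values, gave 3.78e-17.

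The paper's log2 fold change of *Snrpn* in Supplementary Data 1 is 0.668739, and 0.33 was found by the labels. Of the settings set before, only leaving out the library labelled control 3 (0.71) closes the gap. The 4 libraries (0.81) and the grouping of the paper's tables (0.67 with the quasi-likelihood and the exact test, 0.66 with DESeq2), all chosen after seeing the values, do so too.

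For *Gfap* the paper's value is 3.64953, and 0.0337 was found by the labels. Among the settings set before, only leaving out the library labelled control 3 (2.61) comes within the replicate spread of the paper's value. That spread is wide, at 2.12 log2 units, since it was taken within the label groups and so includes the 2 libraries in doubt. The 4 libraries (3.14) and the grouping of the paper's tables (3.65, 3.65 and 3.66 with the quasi-likelihood test, the exact test and DESeq2), chosen after seeing the values, do so too.

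In the paper's Supplementary Data 3, 3 imprinted genes lie under the threshold, and 0 of its 55 genes did by the labels. No setting set before comes within 1.5 times. Settings chosen after seeing the values gave 2 (the 4 libraries) and 4 (the grouping of the paper's tables with the exact test or DESeq2). The gene called there beyond the paper's 3 is *Calcrl*, for which the paper prints an adjusted p of 0.06075 in its table of imprinted genes, and of 0.00607 in its table of lower genes. The paper speaks of many more imprinted genes than the 55 that its table lists.

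The paper states that *Cntn3* was lower and *Cobl* higher in cre. By the labels their log2 fold changes were -0.63 and 0.82 and neither passed the threshold, in any setting set before. Settings chosen after seeing the values call *Cntn3* (-1.20 in the 4 libraries; -1.14 with the exact test and -1.14 with DESeq2 in the grouping of the paper's tables) and *Cobl* (1.73 with the exact test and 1.73 with DESeq2 in that grouping).

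The paper states that PI3K-Akt, MAPK and Wnt genes and genes of synaptic plasticity changed as sets. By the labels the synaptic list was shifted with camera at a preset correlation (adjusted p = 0.000160) but not with an estimated correlation (0.403) or fry (0.535), and the lists of PI3K-Akt (0.414), MAPK (0.241) and Wnt (0.158) were not, with lists written here in place of the paper's sets. In the paper's Supplementary Fig. 5a, drawn from genes picked by their adjusted p, the dendrogram parts the libraries by genotype. The distances here use the 500 most variable genes with no such choice, so the 2 are not like for like: by the labels the genotypes had rank 4 of 10 splits in distance (p = 0.4, permutation test), and the grouping of the paper's tables, found after seeing the values, had rank 1.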

Other observations

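The values below were looked up after the data had been seen, and the 4-library comparison was added then too; only the gene lists were fixed before.

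The genes of the Prader-Willi cluster, 7 of which were tested with *Snrpn* among them, were shifted upward as a list in the 4 libraries labelled control 1, control 2, cre 1 and cre 2 with camera at a preset correlation (adjusted p = 0.00124, median log2 fold change 0.31), but not with an estimated correlation (0.432) or fry (0.131). *Snrpn* was the 1 gene past the threshold over all genes, so the shift is in part its own. Adjusted over the list alone, 3 were higher, *Snrpn* included, and 0 lower there. By the 6 labels the list did not pass (adjusted p = 0.0925). *Ndn* had 28.8, 45.7 and 0.118 CPM in the libraries labelled control 1, 2 and 3 and 91.9, 63.3 and 30.2 CPM in those labelled cre 1, 2 and 3, so the library with the highest *Snrpn* had almost no *Ndn*. *Snhg14* had 8.07, 10.6 and 21.9 CPM under the control labels and 19.9, 13.5 and 16.7 CPM under the cre labels. *Ube3a* (111 to 137 CPM), *Peg12* (105 to 121 CPM) and *Mkrn3* (7.11 to 10.3 CPM) varied little, and *Magel2* was at or near 0.

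Sex-linked genes, 6 of which were tested, were shifted upward as a list in the same 4 libraries with camera at a preset correlation (adjusted p = 0.0191, median log2 fold change 0.90), but not with an estimated correlation (0.432) or fry (0.133), nor by the 6 labels (0.0549). They also differed between libraries with the same label. *Xist* stood at 518 CPM in the library labelled control 2, which also held 29.8 CPM of the Y-linked *Eif2s3y*, and at 2.71 CPM or less in the others. In the library labelled control 3, *Eif2s3y* and *Kdm5d* were at 0.738 and 0.708 CPM, while *Ddx3y* and *Uty* were at 56.5 and 28.9 CPM.

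Regional patterning genes were shifted as lists in the 4 libraries labelled control 1, control 2, cre 1 and cre 2 with camera at a preset correlation, but not with an estimated correlation (adjusted p = 0.492 for the Hox and hindbrain list, 0.432 for the forebrain list) or by the 6 labels (0.0786 and 0.533). Genes of the Hox clusters and hindbrain were shifted upward in the 4 libraries (median log2 fold change 1.20 there and -0.0185 by the labels, adjusted p = 0.00528), with 1 of 13, *Irx2*, past the threshold, and forebrain patterning genes were shifted downward (adjusted p = 0.00920), with a median log2 fold change of 0.07, which differs in sign from the test. Targets of ATF4 (adjusted p = 5.35e-06) and immediate early genes (0.000137) were shifted upward, with 0 genes of either list past the threshold. With an estimated correlation neither of the last 2 lists passed (adjusted p = 0.432 for both).

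For genes that the paper follows in other experiments, these proliferating neurospheres give the following. *Bmp2* was low in all libraries (0.311 to 0.785 CPM, log2 fold change -0.22 by the labels and -0.18 in the 4 libraries). *S100b* had 17.6, 19.6 and 42.0 CPM under the control labels and 18.0, 22.7 and 12.4 CPM under the cre labels. *Nes* ranged from 1500 to 1618 CPM and *Sox2* from 165 to 199 CPM. The paper reports from qPCR that *Snrpn* was higher in cre neurospheres and that *Cntn3* and *Cobl* were very low, and here *Cntn3* had 5.81 to 18.6 CPM.

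*Gapdh*, a common reference gene, had only 9.61 to 12.8 CPM, against 546 to 588 CPM for *Pgk1* in the libraries labelled control 1 and 2. *Gapdh* has near-identical copies in the genome, and how the authors counted reads that map to several places is not stated, so its level is uncertain here. The cause of the low counts was not tested.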
